# Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress

**DOI:** 10.1371/journal.pgen.1008122

**Published:** 2019-04-29

**Authors:** Lei Zhou, Bin He, Jianhui Deng, Shanshan Pang, Haiqing Tang

## Abstract

Early exposure to some mild stresses can slow down the aging process and extend lifespan, raising the question of how early life stress might impact the somatic health of aged animals. Here, we reveal that early life heat experience triggers the establishment of epigenetic memory in soma, which promotes long-lasting stress responses and longevity in *C*. *elegans*. Unlike lethal heat shock, mild heat activates a unique transcriptional program mimicking pathogen defense responses, characterized by the enhanced expression of innate immune and detoxification genes. Surprisingly, the expression of defense response genes persists long after heat exposure, conferring enhanced stress resistance even in aged animals. Further studies identify the histone acetyltransferase CBP-1 and the chromatin remodeling SWI/SNF complex as epigenetic modulators of the long-lasting defense responses. Histone acetylation is elevated by heat stress and maintained into agedness thereafter. Accordingly, histone acetylation levels were increased on the promoters of defense genes. Moreover, disruption of epigenetic memory abrogates the longevity response to early hormetic heat stress, indicating that long-lasting defense responses are crucial for the survival of aged animals. Together, our findings provide mechanistic insights into how temperature stress experienced in early life provides animals with lifetime health benefits.

## Author summary

Organism aging is a deleterious process characterized by the progressive decline of cellular and tissue functions in the late life stage. However, the rate of aging is often determined by an organism’s historic experiences that occur in early life. For example, some mild stresses experienced in early life can extend animal lifespan, implying that early stresses might impact the health of aged animals, the mechanisms of which remain largely unknown. Here, by using the model organism *C*. *elegans*, we reveal a mechanism of how early life heat stress impacts the health of aged animals and promotes longevity. We find that early exposure to mild heat activates basal innate immune and detoxification responses, which are surprisingly maintained long after temperature drop, even into agedness, and therefore contribute to lifespan extension. Remarkably, the long-lasting defense responses require epigenetic memory established by histone acetyltransferase CBP-1 and chromatin remodeling complex SWI/SNF. As a previous study has reported high temperature-induced transgenerational epigenetic effects in germline that involve histone methylation, our findings suggest that temperature may trigger distinct epigenetic changes in soma and germline, conferring adaptations in both the parental generation and their offspring.

## Introduction

Early life events pose significant impacts on the health of adults, even the elderly. For example, the aging process, characterized by the decline of tissue function in late life, is often determined by the historic experiences of organisms in early life or even in the parental generations, yet the underlying mechanisms are only beginning to be uncovered in model organisms. Studies in nematode *C*. *elegans* show that mitochondrial stress induced during development can promote longevity via modulation of histone methylation [1,2]. Additionally, transgenerational inheritance of chromatin modulations in germline regulated by H3K4me3-modifying enzymes could increase *C*. *elegans* lifespan, even for generations [3–5]. Multiple types of environmental stresses, such as temperature and starvation, induce long-lasting epigenetic changes in the *C*. *elegans* germline and lead to inheritable phenotypes for generations [6–9]. However, whether these environmental stresses also trigger epigenetic memory in somatic tissues and thus cause long-lasting phenotypes into agedness needs further exploration.

Animals are continuously confronted with various stresses that have substantial effects on the aging process. Therefore, animals have evolved delicate mechanisms to defend against various detrimental stresses and ensure long-term health and longevity. Such mechanisms involve stress responses that facilitate resistance to multiple harmful stresses, including unfolded proteins, reactive oxygen species, pathogens, toxic chemicals, etc. Notably, whereas severe stresses are detrimental to animal survival, exposure to mild stresses is often beneficial for health and longevity, a phenomenon referred to as hormesis. Enhanced stress resistance in response to mild stimuli is believed to defend against aging-related cellular damage and therefore promote somatic maintenance [10]. More importantly, early life exposure to mild environmental stress is often sufficient to slow down the aging process and extend lifespan [11–14], raising the intriguing question of how stress resistance elicited early in life might affect the health of aged animals and set the rate of aging.

Temperature is an important environmental factor with substantial impacts on animal physiology and aging. Lower environmental temperature promotes longevity in poikilotherms, such as worms and flies [15–17]. Additionally, homeothermal rodents with lower core temperatures exhibit longer lifespan [18], implying that lifespan regulation by temperature might be evolutionarily conserved. On the contrary, higher ambient temperature, representing mild heat stress, is harmful to animals and shortens lifespan [19–21]. Further study has discovered that high environmental temperature has a hormetic effect on aging, as *C*. *elegans* exposed to high temperature only during development exhibited an extended lifespan [20]. In addition, early life exposure to acute heat shock, the extremely high and lethal temperature, also increases lifespan [11,12,22], implying that shared mechanisms may be utilized by the two distinct temperature sets. These studies suggest that temperature might have long-lasting effects on animal physiology. As high temperature-induced transgenerational epigenetic effects in germline have been observed in *C*. *elegans* [6,8,9], the somatic epigenetic program might also memorize the temperature information, which, together with germline epigenetic memory, confers adaptations in both the parental generation and their offspring.

In this study, we focused on animal responses to high environmental temperature in soma and identified mechanisms linking early life heat stress to the health of aged animals. We first analyzed the transcriptome of *C*. *elegans* at high temperature and revealed PMK-1-dependent innate immune and detoxification responses as essential longevity mechanisms to mild heat. Further, we uncovered that early life heat stress established epigenetic memory in *C*. *elegans*, which was maintained into adulthood and led to long-lasting activation of defense responses and therefore promoted somatic maintenance and longevity in aged animals. The key epigenetic mechanism we revealed was histone acetylation that increases on the promoters of defense response genes. Collectively, our findings show how early life environmental stress establishes epigenetic memory in soma and promotes persistent stress responses, which may have life-long health benefits.

## Results

### High temperature activates innate immune and detoxification responses

The nematode *C*. *elegans* is a powerful genetic model for studying temperature effects at the organismal level. In the laboratory, *C*. *elegans* is cultivated at physiological temperatures ranging from 15°C to 25°C. Cultivation at 25°C high temperature throughout life shortens *C*. *elegans* lifespan, whereas 25°C exposure only during development promotes longevity [20]. 

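RNA-seq was performed on whole worms of N2, the wild-type laboratory strain of C. elegans, at the L4 larval stage, with 3 libraries from worms cultivated at 15°C and 3 from worms cultivated at 25°C. The paper's methods describe parents moved to each temperature whose progeny hatched and developed there, with egg laying started earlier at 15°C so that the groups matched in development, while the sample records describe cultivation from synchronized L1 larvae. Libraries were made with a stranded mRNA kit. The authors aligned the reads to the WBcel235 genome with Tophat, analyzed expression with the Cufflinks tools and deposited one FPKM value per gene and library, the number of fragments relative to the length of the transcript and to all mapped fragments. The table holds 16391 genes, of which 16008 carry a usable gene name. Sequencing depth is unknown, because FPKM are estimates in which whole reads could not be recognized. The FPKM of a library summed to 3124830, 3313082 and 2865856 at 15°C and to 2776526, 2723049 and 2663992 at 25°C, and the genes rpl-39 and hpo-18 together made up between 17.0% and 20.7% of each sum. For the comparison of the temperatures, the values were used as deposited, on the scale log2(FPKM + 0.5), which understates the change of genes with low values. The 12996 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma, with an intensity trend in the prior variance and Benjamini-Hochberg adjustment. Genes were called where the log2 fold change was beyond 1 in either direction and the adjusted p was under 0.01, the thresholds of the paper. An exact 0 in the table can be a failed estimate. At 15°C, 47 genes were listed at 0 in a library and at 50 FPKM or more in another, and at 25°C this was the case for 22 genes, although none of the 72 ribosomal protein genes was listed at 0.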

As stress resistance is often believed to confer longevity in response to multiple hormetic stresses, we first sought to understand the activation of stress responses at high temperature by comparing the transcriptome of 25°C-cultivated animals to that of 15°C-cultivated control animals through RNA-seq analysis. 

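By limma, 1630 of the 12996 tested genes differed between the temperatures, 904 higher and 726 lower at 25°C. In each of the 1630 genes, the 3 libraries at 25°C lay apart from the 3 at 15°C, which was the case for 54.7% of all tested genes, where chance gives 10%. The balance of the directions depended on how the libraries were scaled. With median-ratio scaling it changed little, with 949 genes higher and 671 lower, 58.6% higher, and a median log2 fold change of -0.0052 over all tested genes. Scaling by the library sums, as TPM and equal sums both do, changed it more. With the values rescaled to TPM, 1096 genes were higher and 395 lower, 73.5% higher in place of 55.5%, and the median log2 fold change of all tested genes moved from -0.032 to 0.13. Because TPM are smaller than the FPKM here, they also give the pseudocount more weight. With each library brought to the mean sum of the 6 (equal sums), chosen after the data were seen, the pseudocount keeps its weight, and 1212 genes were higher and 422 lower, 74.2% higher, with a median of 0.15. The alternative that moved the counts most was the limma test against a 2-fold change (treat), which called 137 genes higher and 26 lower. Single libraries mattered as well. The number called fell to 955 without 15°C replicate 1, to 1005 without 25°C replicate 1 and to 904 without 25°C replicate 3. The number higher fell to 602 without 25°C replicate 1 and to 561 without 25°C replicate 3. The number lower was 320 without 15°C replicate 1, 397 without 15°C replicate 3, 403 without 25°C replicate 1 and 343 without 25°C replicate 3. Several of the genes with the largest differences were listed at 0 in every library of one temperature. Y38H6C.21 was listed at 0 in the 3 libraries at 15°C and at 423, 117 and 170 FPKM at 25°C, and C54F6.20 at 0 and at 131, 145 and 210 FPKM. Among genes with a value at both temperatures, pud-4 on chromosome V rose from 8.43 ± 2.38 to 476 ± 150 FPKM (SD, n = 3 for each), a log2 fold change of 5.73 (standard error 0.27, adjusted p = 8.7e-05 from limma). On the same chromosome, pud-3 rose from 17.7 ± 4.81 to 721 ± 180 FPKM, a log2 fold change of 5.32 (standard error 0.24, adjusted p = 7.9e-05 from limma). In the other direction, drd-10 fell from 50.7 ± 10.8 to 0.615 ± 0.565 FPKM, a log2 fold change of -5.61 (standard error 0.34, adjusted p = 0.00012 from limma).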

A total of 1958 transcripts were differentially regulated, including 1143 that were upregulated and 815 that were downregulated (S1 Table). 

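Gene families were defined by their gene symbols, and the number of called members was compared with all tested genes by one-sided Fisher's exact tests, adjusted over 15 families and both directions. Of 107 tested collagen genes, which encode components of the cuticle, 53 were higher at 25°C where 7.44 would be expected (adjusted p = 1.0e-31), with a median log2 fold change of 1.13 over the family. Another 13 collagen genes were lower (expected 5.98, adjusted p = 0.025), an enrichment lost without 15°C replicate 3, where 8 were lower, as were 8 without 25°C replicate 3. The largest changes were those of col-156, with a log2 fold change of 3.00, and col-143, with -3.36. Of 26 astacin proteases, a family of metalloproteases, 9 were higher (expected 1.81, adjusted p = 0.00029) and 2 were lower, with 0 lower by limma without 15°C replicate 1, 15°C replicate 2 or 25°C replicate 1 and 1 without 15°C replicate 3 or 25°C replicate 3. Of 111 F-box genes, 28 were higher (expected 7.72, adjusted p = 1.4e-08) and 6 were lower. The number of F-box genes called higher was 17 without 15°C replicate 1, 17 without 25°C replicate 1 and 16 without 25°C replicate 3, and the number lower was 3 without 15°C replicate 1, 15°C replicate 2, 25°C replicate 1 or 25°C replicate 3. C-type lectins went the other way, with 27 of 117 lower (expected 6.54, adjusted p = 2.8e-09) and 12 higher (expected 8.14, adjusted p = 0.31). Their number lower was 13, 14 and 14 without 15°C replicates 1, 2 and 3, 15 without 25°C replicate 1 and 17 without 25°C replicate 3, against 28 without 25°C replicate 2. Of 12 lysozyme genes, 1 was called higher, lys-2, and 0 lower by limma, against 5 and 5 at an unadjusted p under 0.05, and treat called 0 in either direction. The number higher was 0 without 15°C replicate 1, 15°C replicate 3, 25°C replicate 1 or 25°C replicate 3, and 3 without 15°C replicate 2.
The treat test moved these counts most, to 24 collagens, 1 astacin protease and 3 F-box genes higher. Adjusted over the list alone, 53 collagens, 11 astacin proteases and 34 F-box genes were higher and 31 C-type lectins were lower. By two-sided camera, a limma test of the whole family with a preset correlation of 0.01 between genes, collagens (adjusted p = 1.5e-05), F-box genes (adjusted p = 6.2e-05) and astacin proteases (adjusted p = 0.019) were shifted upward and C-type lectins downward (median -0.27, adjusted p = 0.047). With no filter on low values the median was 0.21 for collagens and 0.10 for F-box genes, with both shifts still past the threshold. The shift of the astacin proteases no longer passed with rescaling to TPM (median 0.59, adjusted p = 0.060, with 0.0017 to 0.40 over the alternatives) or with equal sums (median 0.96). That of the C-type lectins no longer passed without 15°C replicate 1, 2 or 3 (medians of -0.27, -0.12 and -0.30), at a pseudocount of 0.1 or with a mean of at least 5 FPKM. Their median was nearer to 0 with rescaling to TPM (-0.088) or equal sums (-0.10), where the shift passed. All 4 shifts passed fry, a rotation test, but none passed camera with the correlation estimated from the libraries. That correlation was 0.37 for collagens, while the exact tests treat the genes of a family as independent, so their p-values are too small. A difference in exact stage between the temperatures was not excluded and may contribute to the changes of these families.

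**Figure D1:**
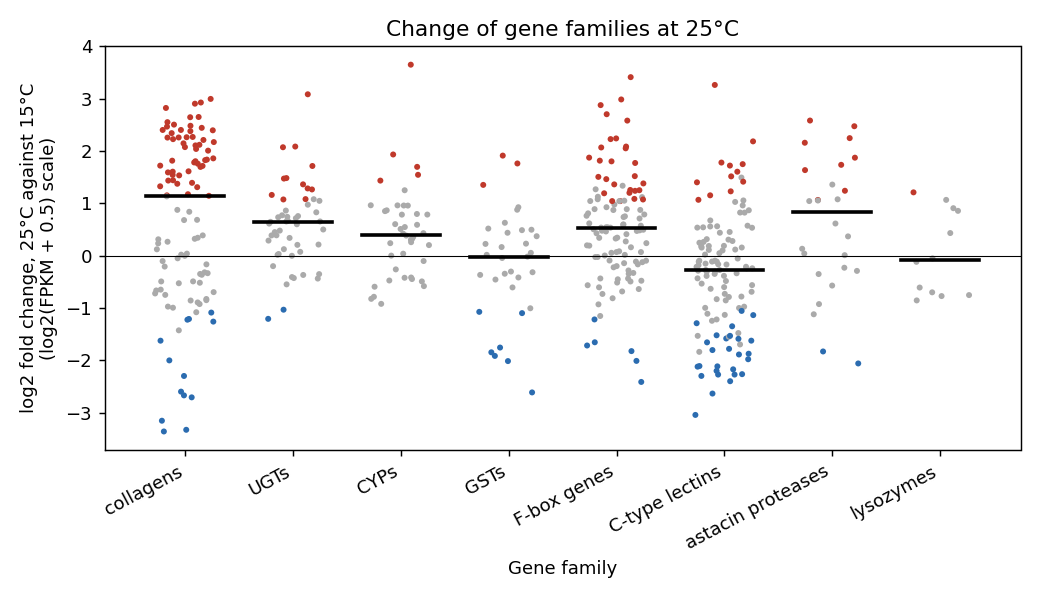
Log2 fold change at 25°C against 15°C of each tested gene of 8 families, on the log2(FPKM + 0.5) scale. Each point is a gene, red where it was called higher, blue where it was called lower and gray where it was not called, and the black bar is the family's median, 1.13 for collagens and -0.27 for C-type lectins.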

Functional annotation analysis revealed that genes activated by 25°C were enriched in the following categories: cuticle development, antimicrobial function, proteolysis and xenobiotic metabolism (Fig 1A; S1 Table), implying their roles in temperature adaptation.

**Fig 1:**
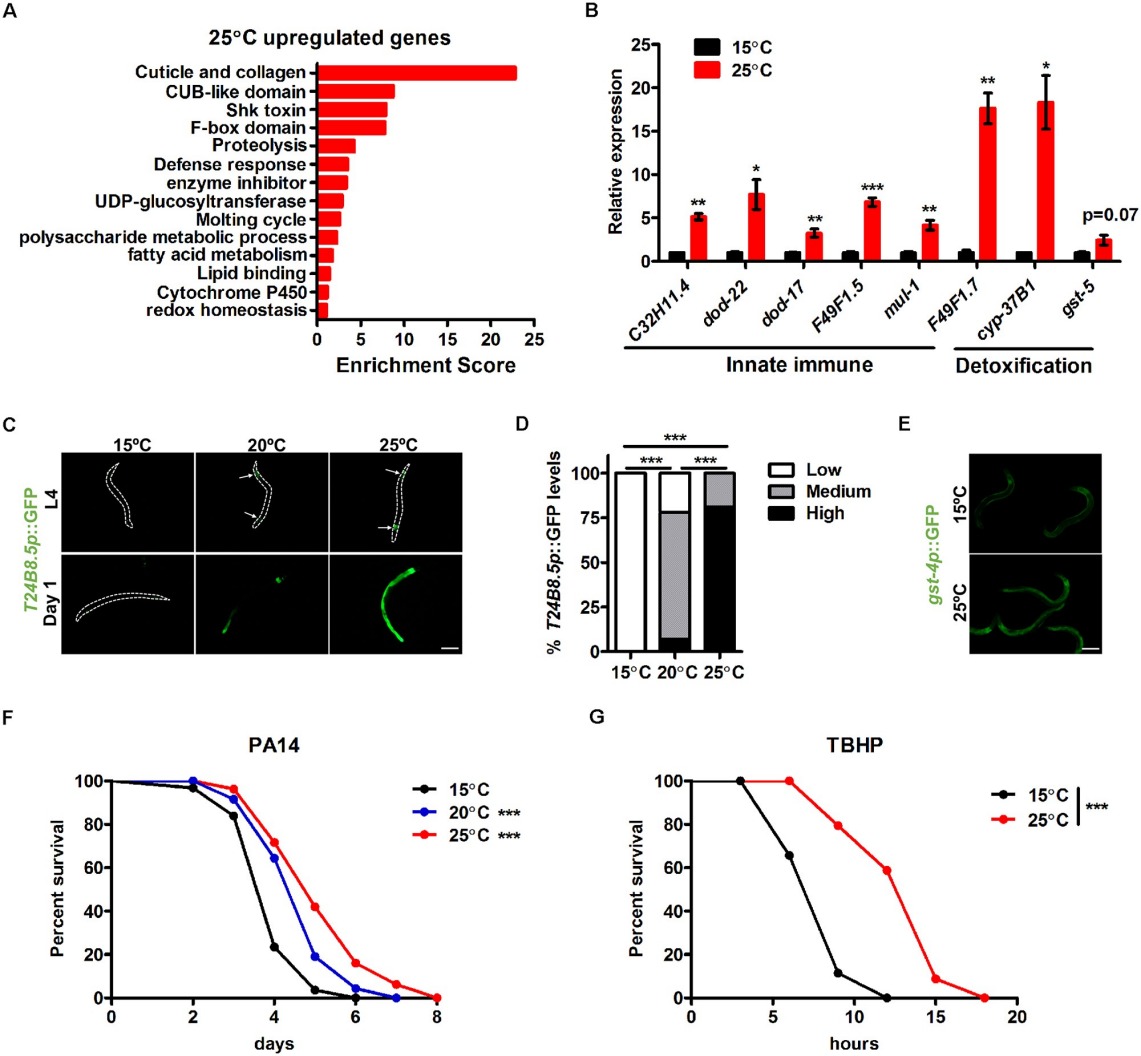
High environmental temperature activates innate immune and detoxification responses. (A) DAVID functional annotation analysis of 25°C-upregulated genes. (B) Expression of innate immune and detoxification genes analyzed by qPCR. n = 3 for each group. Data are presented as mean ± SEM. Benjamini-Hochberg adjusted p value * < 0.05, ** < 0.01, *** < 0.001 versus 15°C controls. (C-D) Representative images (C) and quantification of GFP levels (D) of *T24B8*.*5p*::GFP in L4 and day 1 adult worms cultivated under different temperatures. Arrows indicate GFP signals. The GFP levels were scored as low, medium and high. Number of biological replicates (n): 15°C (89), 20°C (86) and 25°C (95). ***p < 0.001 via Chi-square and Fisher’s exact tests. (E) Expression of *gst-4p*::GFP at 15°C and 25°C. (F) Pathogen resistance of worms precultivated at 15°C, 20°C and 25°C. PA14: *P*. *aeruginosa* strain PA14. ***p < 0.001 versus 15°C controls via log-rank test. (G) Survival of worms precultivated at 15°C and 25°C upon tert-butyl hydroperoxide (TBHP) treatment.***p < 0.001 versus 15°C controls via log-rank test. Scale bar = 100 μm.

Notably, many genes associated with pathogen stress responses were induced by high temperature. For example, the upregulation of antimicrobial and xenobiotic genes indicates the activation of innate immune and detoxification responses, respectively, both of which are implicated in the modulation of pathogen defense as well as the aging process. 

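Among 12 defense genes that the paper also measured by qPCR or ChIP, the libraries of the temperatures did not overlap in any, which chance gives in 10% of genes in either direction, and those at 25°C were the higher in each. By limma, 9 were called higher. Adjusted over the list alone the number was also 9, which is no independent evidence because the genes were picked from these libraries. F49F1.7, on chromosome IV, rose from 5.55 ± 2.07 to 53.1 ± 5.13 FPKM (SD, n = 3 for each), a log2 fold change of 3.21 (standard error 0.27, adjusted p = 0.00034). F49F1.5 rose from 36.3 ± 6.5 to 228 ± 26.9 FPKM, a log2 fold change of 2.64, and dod-22 from 21.7 ± 2.89 to 94.1 ± 13.1 FPKM, a log2 fold change of 2.09. C32H11.4 had a log2 fold change of 1.45 and mul-1 of 1.80. The call of mul-1 was lost without 15°C replicate 3, 25°C replicate 1 or 25°C replicate 3 (log2 fold changes of 1.69, 1.82 and 1.74). Below the 2-fold threshold were dod-17 (log2 fold change 0.96, adjusted p = 0.00071), dod-24 (0.97, adjusted p = 0.0022) and gst-5 (0.93, adjusted p = 0.020, all from limma). All 3 were called with rescaling to TPM (1.14, 1.14 and 1.11). Leaving out one library also made them called, which was 25°C replicate 1 for dod-17 (1.01), 15°C replicate 2 for gst-5 (1.15), and 15°C replicate 2, 25°C replicate 2 or 25°C replicate 3 for dod-24 (1.04, 1.00 and 1.03). Without 25°C replicate 2, gst-5 was at 1.08 but not called. For each of the 12 genes the exact two-sided permutation test gave p = 0.10, the smallest that 3 libraries against 3 allow.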

A recent transcriptome study in *C*. *elegans* also revealed the activation of innate immune genes by high temperature [23]. As such, we analyzed the related genes involved in these two responses and their physiological consequences in detail. 

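Genes of the CUB-like and ShK groups share no gene symbol, so the members examined were those that S1 Table lists as upregulated with a CUB or ShK domain in its annotation. Because that list was chosen on these same libraries, the values describe its members and are no independent test of enrichment. S1 Table lists 24 such genes with a CUB domain, and all 24 had a log2 fold change above 0 on the log2(FPKM + 0.5) scale, from 0.96 to 4.24 with a median of 1.42. Of these, 20 were called higher by limma. It lists 24 with a ShK domain, of which 23 were tested, with log2 fold changes from 1.01 to 4.16 and a median of 1.96, and 20 were called higher. Of its downregulated genes as read here, 2 carry a CUB domain and 1 a ShK domain. T24B8.5 and F49F1.7 rose most among the ShK genes, followed by drd-50 (3.04) and Y39G8B.10 (2.87), which were named after their values were seen. Some members belong to other families as well. The CUB genes include nas-36 (2.58), an astacin protease, and, named after its value was seen, the C-type lectin clec-8 (1.75). Also named after their values were seen, the CUB genes include nas-29, nas-38, clec-5, clec-21 and clec-54. The tested ShK genes include, named likewise, the astacin proteases nas-7, nas-8, nas-12 and nas-13 and the molting gene mlt-7. The values are therefore not those of antimicrobial genes alone.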

Functional analysis showed that the enriched antimicrobial genes were CUB-like genes and Shk toxins (Fig 1A, S1 Table). Xenobiotic genes enriched were UDP-glucuronosyltransferases (UGTs) and cytochrome P450 family members (CYPs) (Fig 1A, S1 Table). In addition, five glutathione S-transferases (GSTs) genes, another group of xenobiotic genes, also exhibited higher expression levels at 25°C. The number of GST genes that were induced by high temperature was greater than that expected by random chance (one would expect less than 3 GST genes by random chance). 

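Of 51 tested UGT genes, 12 were called higher and 2 lower at 25°C. The number lower by limma was 0 without 15°C replicate 1, 25°C replicate 1 or 25°C replicate 3 and 1 without any other library. The number higher was beyond the 3.55 expected (one-sided Fisher's exact test, adjusted p = 0.00090). Adjusted over the list alone, 14 were higher. The median log2 fold change of the family was 0.65, and 41 of its 51 members lay above 0. ugt-44 rose most, from a mean of 13.5 to 118 FPKM, a log2 fold change of 3.09. Of 42 tested CYP genes, 5 were called higher and 0 lower by limma, against 19 higher and 7 lower at an unadjusted p under 0.05. Adjusted over the list alone, 6 were higher and 0 lower, and treat called 1 higher and 0 lower. The genes called were cyp-35A3, cyp-35A5, cyp-35C1, cyp-34A8 and cyp-37B1, all but the last named after their values were seen. The number higher was not beyond the 2.92 expected (one-sided Fisher's exact test, adjusted p = 0.41). It passed the threshold without 15°C replicate 3, where 7 were higher (adjusted p = 0.031, the lowest of a range up to 1 over the alternatives), and with equal sums, where 9 were (adjusted p = 0.037 from the same exact test). As a whole family, CYPs were shifted upward by camera (median log2 fold change 0.40, adjusted p = 0.0089), as were UGTs (adjusted p = 8.5e-06). With no filter on low values the median of the CYPs was 0.036 and the shift was no longer past the threshold. Both shifts passed fry and neither passed with an estimated correlation. Under the treat test, 2 UGT genes were called higher. From the categories enriched among the genes activated at 25°C, the paper proposes roles of these genes in temperature adaptation.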

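Of the 33 tested genes with a gst symbol, 3 were called higher at 25°C, gst-9, gst-22 and gst-23, where 2.30 would be expected (one-sided Fisher's exact test, adjusted p = 0.81). Another 7 were called lower where 1.84 would be expected (adjusted p = 0.0084 from the same exact test), an enrichment lost without 25°C replicate 2, where 5 were lower. Without 15°C replicate 1 the number lower was 4, still enriched. Adjusted over the list alone, 3 were higher and 8 lower. The largest fall was that of gst-34, with a log2 fold change of -2.61. gst-9, on chromosome II, rose from 13.5 ± 4.58 to 50.8 ± 6.29 FPKM (SD, n = 3 for each), a log2 fold change of 1.91 (standard error 0.23, adjusted p = 0.0013 from limma). gst-22 and gst-23 were named after their values were seen, and had log2 fold changes of 1.35 and 1.76. The number higher was 1 without 25°C replicate 1 or 3. The median log2 fold change of the 33 genes was -0.016, with 16 above 0, and its sign changed with the scaling. Rescaling to TPM or to equal sums brought it to 0.17, each with 5 genes called higher. It was also above 0 without 15°C replicate 2 (0.12). S1 Table lists 7 upregulated genes annotated as glutathione S-transferases, among them gsto-3 (log2 fold change 1.54), gstk-1 (1.29) and F10D7.3 (1.27), which have no gst symbol and were named after their values were seen. By limma, 6 of the 7 were called higher. The table also lists 5 such genes as downregulated in the part read here, of which 4 were called lower. These genes were chosen on the same libraries, so the counts are no independent evidence.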

We further confirmed the expression of several innate immune and detoxification genes by qPCR (Fig 1B).

We next examined the expression of well-established transcriptional immune reporters for *T24B8*.*5* and *F35E12*.*5* [24,25] and the xenobiotic reporter *gst-4p*::GFP [26] in live animals. Cultivation at 25°C from L1 to L4 larvae induced modest *T24B8*.*5p*::GFP expression, and more robust GFP activation was observed when cultivation continued to day 1 adults (Fig 1C and 1D). The endogenous *T24B8*.*5* mRNA levels were elevated over 100-fold by high temperature (S1A Fig). Similarly, reporters *F35E12*.*5p*::GFP (S1B Fig) and *gst-4p*::GFP (Fig 1E) were also activated by 25°C cultivation.

Next, we evaluated whether the increased expression of pathogen-responsive genes conferred enhanced stress resistance by employing the *C*. *elegans—P*. *aeruginosa* host-pathogen system. We found that *C*. *elegans* cultivated at 25°C from L1 larvae to day 1 adults indeed exhibited enhanced pathogen resistance compared to worms cultured at 15°C (Fig 1F; S2 Table). In addition, because xenobiotic metabolism detoxifies harmful products during infection and aging, e.g., bacterial toxins and endogenous reactive oxygen species (ROS), we further examined animal resistance to oxidative stress and observed an increased survival rate of high temperature-cultivated worms (Fig 1G; S3 Table). These data suggest that high temperature activates innate immune and detoxification responses to promote animal stress resistance.

Since worms were fed with relatively non-pathogenic *E*. *coli* OP50, it is possible that high temperature increases the bacterial growth rate and gut colonization, which might be sensed by hosts, thus activating the immune and detoxification responses. We ruled out this possibility by showing that 25°C precultivated *C*. *elegans* fed on dead OP50 still exhibited activation of the immune reporter *T24B8*.*5p*::GFP (S1C, S1D and S1E Fig) and a higher survival rate upon pathogen infection (S1F Fig; S2 Table). Thus, the activation of stress responses may result from direct sensing of temperature changes rather than the gut bacteria.

### PMK-1 is required for stress resistance and longevity at high temperature

Conserved PMK-1/p38 mitogen-activated protein kinase is a major component of the *C*. *elegans* immune defense system, which regulates the expression of innate immune and detoxification genes [27,28]. As such, we asked whether PMK-1 mediated defense responses in response to 25°C high temperature. We first examined the activation of PMK-1 at different temperatures and found that PMK-1 phosphorylation levels were significantly increased by high temperature (Fig 2A). In addition, the activation of the innate immune reporter *T24B8*.*5p*::GFP was largely dependent on PMK-1, as *pmk-1* RNAi inhibited its expression at 25°C (Fig 2B and 2C). The mRNA levels of endogenous *T24B8*.*5* and two other defense response genes were further confirmed by qPCR analysis (S2A Fig). Accordingly, mutation of *pmk-1* almost completely abolished the effects of temperature on pathogen resistance (Fig 2D; S2 Table). Together, these findings suggest that high temperature activates the PMK-1-dependent defense response.

**Fig 2:**
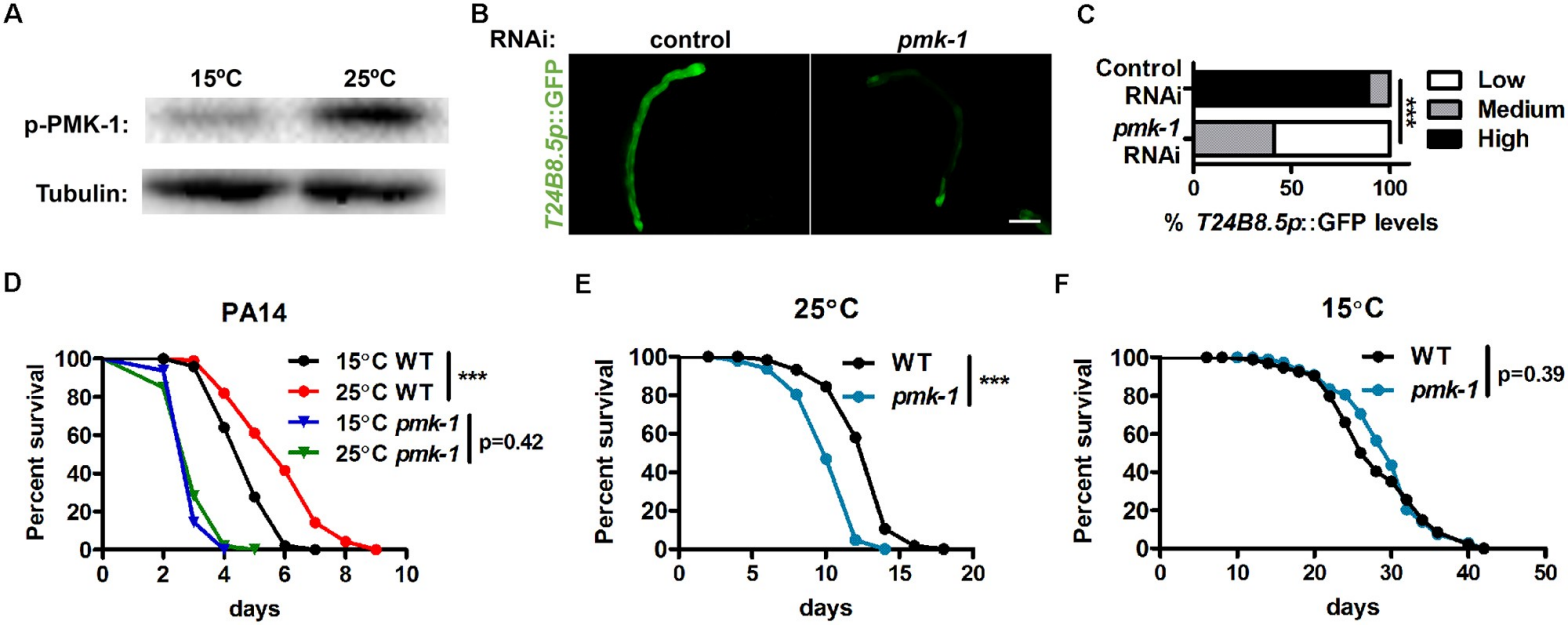
High temperature activates defense responses via PMK-1. (A) PMK-1 activation at 15°C and 25°C as measured by immunoblot analysis. (B) Effects of *pmk-1* RNAi on *T24B8*.*5p*::GFP expression at 25°C. (C) Quantification of GFP levels. Number of biological replicates (n): control RNAi (80) and *pmk-1* RNAi (93). ***p < 0.001 via Chi-square and Fisher’s exact tests. (D) Pathogen resistance of wild-type (WT) and *pmk-1* mutant worms precultivated at 15°C and 25°C. ***p < 0.001 versus 15°C controls via log-rank test. (E-F) Lifespan of WT and *pmk-1* mutants cultivated at 25°C (E) and 15°C (F). ***p < 0.001 versus WT controls via log-rank test. Scale bar = 100 μm.

Since activation of innate immune and detoxification responses promotes longevity in *C*. *elegans*, we further examined whether PMK-1 regulated longevity at high temperature. If so, the loss function of *pmk-1* would specifically shorten the lifespan of worms cultured at 25°C. As expected, mutation of *pmk-1* indeed significantly compromised the lifespan of animals cultured at 25°C during entire life (Fig 2E; S4 Table), whereas it exhibited no effects at 15°C (Fig 2F; S4 Table). Similar results were also observed when *pmk-1* mutants were fed with dead bacteria (S2B and S2C Fig; S4 Table). Thus, PMK-1 is essential for longevity at 25°C high temperature, likely through the activation of innate immune and detoxification responses.

### Early life heat stress induces persistent stress responses

Cultivation at mild heat of 25°C during development promotes longevity in *C*. *elegans* [20], implying long-term effects of early life heat on the health of older animals. Considering the significant impacts of stress resistance on longevity regulation, we speculated that early exposure to 25°C might have long-lasting effects on somatic stress responses. To test this, worms were cultivated at 25°C until day 1 adults and then shifted to 15°C. The expression of GFP reporters for stress responses was then examined during the remainder of their lives (Fig 3A). As indicated in Fig 3A, day 4 represents midlife, and day 7 represents agedness. Remarkably, we observed that animals exposed to 25°C until day 1 adults exhibited persistently elevated expression of the immune reporter *T24B8*.*5p*::GFP on day 4 and day 7 when compared to controls kept at 15°C from the L1 larval stage, with higher expression levels on day 4 than day 7 (Fig 3B and 3C). Another immune reporter, *F35E12*.*5p*::GFP, as well as the xenobiotic reporter *gst-4p*::GFP, also showed similar expression patterns (S3A and S3B Fig). In addition, qPCR analysis confirmed the persistent mRNA induction of defense genes, including *T24B8*.*5*, *F49F1*.*7* and *cyp-37B1* (S3C Fig). Moreover, animal resistance to pathogen and oxidative stresses were also maintained (Fig 3D and S3D Fig; S2 and S3 Tables), representing health benefits in aged animals. Taken together, we conclude that early exposure to high temperature is sufficient to promote long-lasting stress resistance.

**Fig 3:**
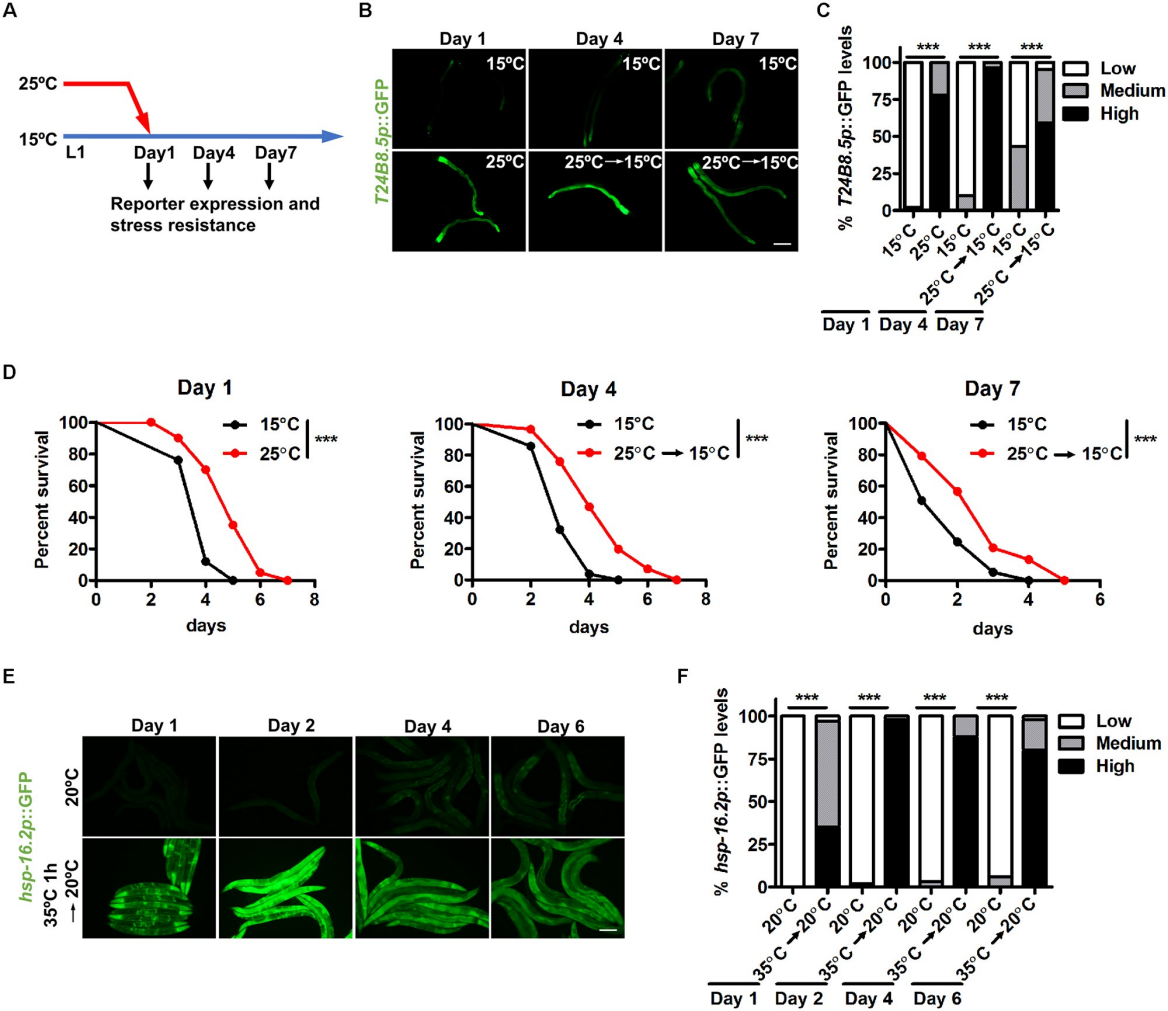
Early life exposure to high temperature promotes persistent stress responses. (A) Schematic of the analysis of stress responses after temperature shift. (B) Worms were cultivated at 25°C until day 1 adults and transferred to 15°C thereafter. *T24B8*.*5p*::GFP expression was examined as indicated in 3A. (C) Quantification of GFP levels. Number of biological replicates (n): 15°C day 1 (98), 25°C day 1 (124), 15°C day 4 (103), 25°C to 15°C day 4 (124), 15°C day 7 (102) and 25°C to 15°C day 7 (107). ***p < 0.001 via Chi-square and Fisher’s exact tests. (D) Pathogen resistance measured as indicated in Fig 3A. ***p < 0.001 versus 15°C controls via log-rank test. (E) Day 1 adult worms were heat shocked at 35°C for one hour and transferred to 20°C thereafter. The expression of *hsp16*.*2p*::GFP was measured as indicated. (F) Quantification of GFP levels. Number of biological replicates (n): 20°C day 1 (111), 35°C day 1 (102), 20°C day 2 (99), 35°C to 20°C day 2 (97), 20°C day 4 (121), 35°C to 20°C day 4 (114), 20°C day 6 (127) and 35°C to 20°C day 6 (106). ***p < 0.001 via Chi-square and Fisher’s exact tests. Scale bar = 100 μm.

Heat shock temperature induces an adaptive response characterized by increased expression of heat shock proteins. We examined whether the heat shock response induces a similar long-lasting phenotype. We examined the expression of *hsp-16*.*2p*::GFP, a well-known reporter for heat shock response, and observed its dramatic activation after one hour exposure to 35°C on day 1 as previously reported [29] (Fig 3E and 3F). Surprisingly, worms continuously exhibited strong activation of *hsp-16*.*2p*::GFP even six days after heat-shock recovery at 20°C (Fig 3E and 3F). We also observed a similar expression pattern of endogenous *hsp-16*.*2* mRNA by qPCR (S3E Fig). Consistently, animals showed persistently enhanced heat shock resistance (S3F Fig; S3 Table), indicating that heat shock could also trigger constant activation of stress response. Taken together, we propose that animals could memorize the effects of hormetic heat stress in soma via the long-lasting activation of stress response genes, which may provide long-term protection against aging-related stresses.

### CBP-1 mediates the activation of defense responses to heat stress

What are the mechanisms underlying the persistent enhancement of stress resistance? Epigenetic regulations are usually involved in long-term effects of environmental factors on animal physiology [30]. We thus speculated that specific epigenetic factors might be responsible for the observed persistent phenotype. We performed a small-scale RNAi screening targeting putative *C*. *elegans* epigenetic genes (S5 Table) [31–33], using 25°C *T24B8*.*5p*::GFP activity as a readout, and two genes *cbp-1* and *swsn-1* were identified. CBP-1, ortholog of the mammalian CBP protein, is a histone acetyltransferase that plays an essential role in lifespan extension in dietary restricted *C*. *elegans* [34]. However, how CBP-1 regulates lifespan and the relationship between CBP-1 and defense response genes remain largely elusive.

Because *cbp-1* RNAi suppressed worm development, we used 20-fold diluted *cbp-1* RNAi to ensure normal development of worms and verified the effect of diluted RNAi on knockdown of *cbp-1* expression (S4A Fig). We found that RNAi of *cbp-1* almost completely abolished the activation of *T24B8*.*5p*::GFP (Fig 4A and 4B), as well as the expression of endogenous *T24B8*.*5*, *F49F7*.*1* and *C32H11*.*4* (S4B Fig) at 25°C. The enhancement of pathogen resistance at 25°C was also abrogated by *cbp-1* RNAi (Fig 4C; S2 Table). Importantly, the effects of CBP-1 on the expression of defense response genes were specific, as knockdown of other histone acetyltransferases in *C*. *elegans* was unable to suppress *T24B8*.*5p*::GFP expression at 25°C (S4C Fig). Furthermore, 25°C culture failed to promote *gst-4p*::GFP activity (S4D Fig) and oxidative stress resistance (S4E Fig; S3 Table) once *cbp-1* was knocked down, indicating critical roles for CBP-1 in stress resistance at high temperature. Histone acetylation levels are regulated by both histone acetyltransferase and deacetylase. Therefore, inhibition of histone deacetylase would increase histone acetylation. We next examined whether activation of histone acetylation was sufficient to induce defense response genes at lower temperatures by using RNAi targeting several histone deacetylase genes in *C*. *elegans* (S5 Table) [31]. The results showed that knockdown of *hda-1*, which encodes histone deacetylase 1, was indeed sufficient to induce *T24B8*.*5p*::GFP at 15°C (Fig 4D) that could be suppressed by *cbp-1* RNAi treatment (Fig 4D). These data further support that the expression of defense response genes is regulated by histone acetylation.

**Fig 4:**
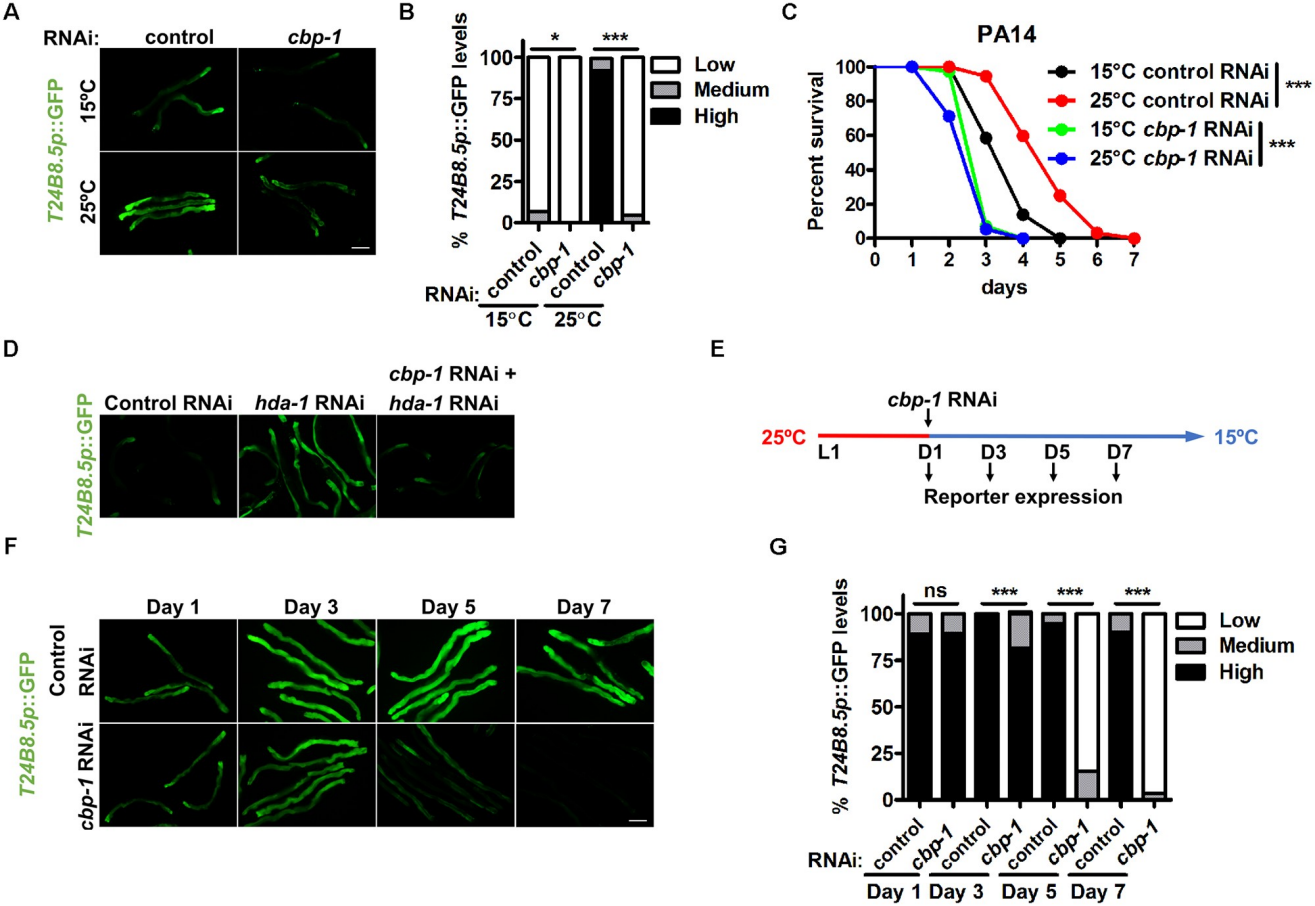
CBP-1 is required for high temperature-induced stress responses. (A) Effects of *cbp-1* RNAi on *T24B8*.*5p*::GFP expression at different temperatures. (B) Quantification of GFP levels. Number of biological replicates (n): control RNAi 15°C (67), *cbp-1* RNAi 15°C (79), control RNAi 25°C (84) and *cbp-1* RNAi 25°C (91). *p < 0.05, ***p < 0.001 via Chi-square and Fisher’s exact tests. (C) Effects of *cbp-1* RNAi on pathogen resistance. ***p < 0.001 versus 15°C RNAi via log-rank test. (D) Effects of RNAi targeting *hda-1* and *cbp-1* on *T24B8*.*5p*::GFP expression at 15°C. (E) Schematic of analysis of stress reporter upon postdevelopmental treatment of *cbp-1* RNAi. (F) Expression of *T24B8*.*5p*::GFP measured as indicated in 4E. (G) Quantification of GFP levels. Number of biological replicates (n): control RNAi day 1 (91), *cbp-1* RNAi day 1 (80), control RNAi day 3 (65), *cbp-1* RNAi day 3 (72), control RNAi day 5 (87), *cbp-1* RNAi day 5 (79), control RNAi day 7 (88) and *cbp-1* RNAi day 7 (94). *** p < 0.001 via Chi-square and Fisher’s exact tests. Scale bar = 100 μm.

We next assessed the specificity of *cbp-1* RNAi in the regulation of stress response genes. CBP-1 has been found to mediate the stress gene activation and longevity response to dietary restriction in *C*. *elegans* [34]. Consistent with previous findings, *cbp-1* RNAi indeed inhibited the induction of detoxification genes, including *gst-7* and *cyp-37B1*, in dietary restriction model *eat-2* mutants (S4F Fig) [35]. Intriguingly, the induction of *gst-5*, another detoxification gene, did not require CBP-1 in *eat-2* worms, suggesting that *cbp-1* RNAi does not suppress gene induction in general. Mutation of insulin/IGF-1 receptor *daf-2* increases *C*. *elegans* lifespan that requires stress response transcription factor DAF-16 and SKN-1 [36,37]. Of note, in *daf-2* mutants, *cbp-1* RNAi had either slight or no effects on the induction of the DAF-16 target gene *sod-3* and the SKN-1 target genes, *gst-5* and *gst-10* (S4G Fig). Lack of obvious effects of *cbp-1* RNAi on the induction of the DAF-16 and SKN-1 target genes was also observed in germline-deficient *glp-1* mutants (S4H Fig), another well-known longevity model in *C*. *elegans* [38]. Collectively, these data suggest that the effects of CBP-1 on stress gene expression are not nonspecific but depend on context.

### CBP-1 mediates the persistent activation of stress responses

We next asked whether CBP-1 accounted for the long-lasted activation of stress response genes. We reasoned that if CBP-1 was involved in this process, then *cbp-1* knockdown after heat exposure would abolish the maintenance of *T24B8*.*5p*::GFP activation. We conducted *cbp-1* RNAi treatment on heat-exposed day 1 adult animals (Fig 4E) that already exhibited strong induction of *T24B8*.*5p*::GFP. As expected, *T24B8*.*5p*::GFP expression started to diminish two days after *cbp-1* RNAi treatment (day 3), became much lower on day 5 and was completely undetectable on day 7, while control RNAi worms still showed strong and persistent activation of *T24B8*.*5p*::GFP (Fig 4F and 4G). The expression pattern of endogenous *T24B8*.*5* was also verified by qPCR (S4I Fig). We thus conclude that high temperature promotes long-lasting activation of stress responses via CBP-1.

### Histone acetylation regulates the expression of defense response genes at high temperature

Increased histone acetylation is typically associated with enhanced gene expression. The crucial role for CBP-1 in temperature-induced activation of defense response genes implies the involvement of histone acetylation. Consistent with the enhanced expression of stress response genes, we found that histone acetylation, indicated by acetylated H4 levels, was dramatically increased at 25°C (Fig 5A), which was abrogated by *cbp-1* RNAi (S5A Fig). Because PMK-1 is a critical upstream molecule regulating defense response genes at high temperature (Fig 2), we next checked the regulation of histone acetylation by PMK-1. As expected, the *pmk-1* mutation abolished the induction of histone acetylation at 25°C (S5B Fig), suggesting that high temperature promotes histone acetylation through PMK-1.

**Fig 5:**
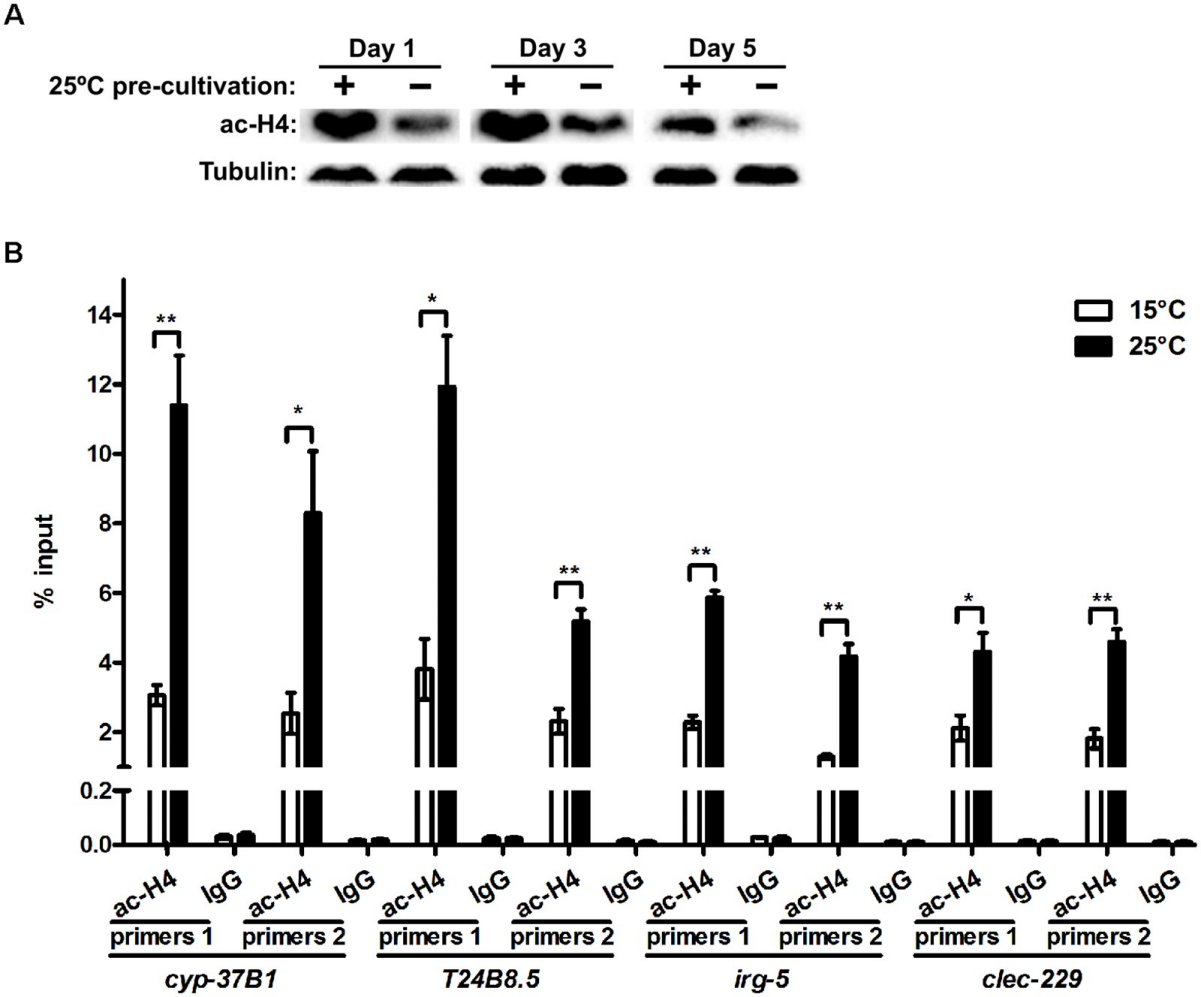
Histone acetylation regulates defense response genes at high temperature. (A) Worms were cultivated at 25°C until day 1 adults and were then transferred to 15°C. Acetylated H4 levels were measured on day 1, day 3 and day 5 by western blot. (B) ChIP-qPCR results in worms cultivated at 15°C and 25°C by using an anti-acetyl-histone H4 antibody. Anti-IgG antibody was used as a negative control. n = 3 for each group. Data are presented as mean ± SEM. Benjamini-Hochberg adjusted p value * < 0.05, ** < 0.01.

As CBP-1 mediated the persistent activation of defense response genes (Fig 4F and 4G), histone acetylation might also be maintained. Indeed, we observed persistent elevation of acetylated H4 levels after 25°C cultivation (Fig 5A). To further explore whether temperature regulates the expression of defense genes directly through histone acetylation, we examined the occupancy of acetylated histone on the promoter regions of defense response genes by ChIP-qPCR analysis (S5C Fig, the schematic of promoter regions detected by qPCR). 

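T24B8.5, named sysm-1 in the Ensembl annotation, lies on chromosome II of WBcel235 from 9082626 to 9083193, on the minus strand. Its expression was 46.4 ± 9.74 FPKM at 15°C and 828 ± 51.6 FPKM at 25°C (SD, n = 3 for each), a log2 fold change of 4.16 (standard error 0.16, adjusted p = 7.8e-05 from limma). irg-5, also known as F35E12.5, lies on chromosome V from 13737010 to 13738474. It rose from 30.8 ± 7.57 to 578 ± 5.56 FPKM, a log2 fold change of 4.24 (standard error 0.19, adjusted p = 7.9e-05). clec-229, a C-type lectin gene on chromosome V from 15340006 to 15341504, was listed at 0.748, 0.968 and 0 FPKM at 15°C and at 10.5, 7.09 and 9.23 FPKM at 25°C. Its log2 fold change was 3.26 (standard error 0.42, adjusted p = 0.0016) and depended on the pseudocount, with 4.31 at a pseudocount of 0.1, and it was not called by treat. cyp-37B1, on chromosome V from 16278116 to 16280616, rose from 0.379 ± 0.22 to 10.5 ± 2.75 FPKM, a log2 fold change of 3.65 (standard error 0.28, adjusted p = 0.00026). It overlaps the protein-coding gene F28G4.2 on the other strand, and whether the authors' estimates used the strand is not given in the sources used here. With each library left out in turn, the log2 fold change of T24B8.5 stayed between 4.07 and 4.33 and that of irg-5 between 4.02 and 4.38.

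**Figure D2:**
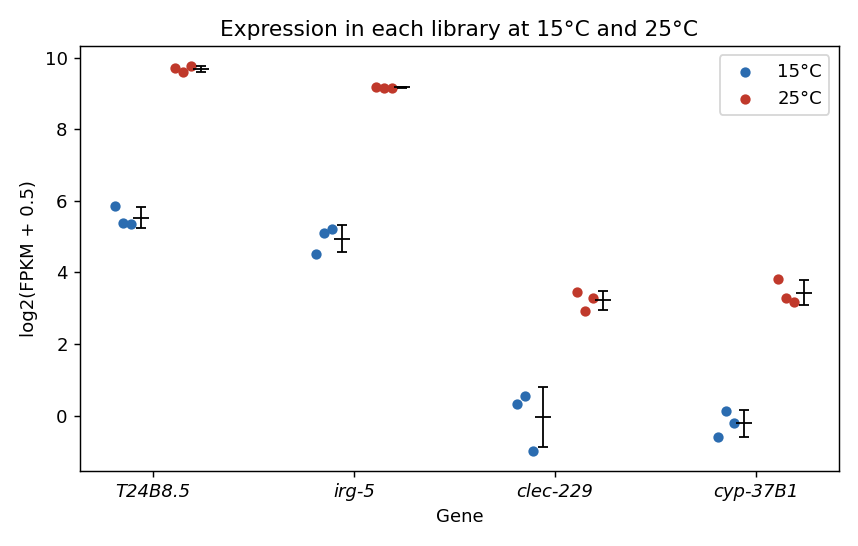
Expression of 4 defense genes in each library, as log2(FPKM + 0.5). Blue points are the 3 libraries at 15°C, red points the 3 at 25°C, and black bars the mean and SD beside them. The libraries at 25°C lie above all those at 15°C for each gene.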

We chose four defense response genes with great induction at 25°C based on RNA-seq results. The results revealed 2- to 4-fold increases of acetylated H4 levels on the promoters of the four genes at 25°C (Fig 5B). In contrast, no changes of H4 acetylation were observed on the promoters of *acdh-4* and *pde-4* (S5D Fig), two randomly selected genes whose expression was not affected by temperature based on RNA-seq analysis (S5E Fig). Together, these data suggest that high temperature might promote the activation of defense response genes by increasing histone acetylation at their promoters.

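In these libraries acdh-4, on chromosome I of WBcel235 from 6546615 to 6548675, had 74.9 ± 15.1 FPKM at 15°C and 70.0 ± 7.58 FPKM at 25°C (SD, n = 3 for each). The difference was within the spread between libraries, with a log2 fold change of -0.081 (standard error 0.18, adjusted p = 0.74 from limma; exact two-sided permutation test p = 0.70). pde-4, on chromosome II from 7627250 to 7651246, had 18.6 ± 2.41 and 17.8 ± 0.92 FPKM, a log2 fold change of -0.057 (standard error 0.14, adjusted p = 0.77 from limma; exact permutation p = 0.70). The sign of both small differences depended on the scaling and on single libraries. With rescaling to TPM they were 0.10 for acdh-4 and 0.12 for pde-4. That of acdh-4 was 0.037 without 15°C replicate 2 and 0.0030 without 25°C replicate 2, and that of pde-4 was 0.034 without 15°C replicate 3. On the other strand, acdh-4 overlaps a piRNA gene and pde-4 overlaps 2 noncoding RNA genes.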

### SWSN-1 modulates stress resistance at high temperature

SWSN-1 is another epigenetic regulator of *T24B8*.*5p*::GFP identified at 25°C (Fig 6A and 6B), and the activation of the xenobiotic reporter *gst-4p*::GFP was also suppressed by *swsn-1* RNAi (S6A Fig). *swsn-1* encodes the subunit of the SWI/SNF complex, an important chromatin remodeling apparatus that displaces or exchanges nucleosomes to open chromatin [39–41]. The SWI/SNF complex has been reported to regulate lifespan as a cofactor of DAF-16; however, its function has not yet been linked to temperature or defense responses. The SWI/SNF complex is composed of common and accessory subunits. Two subclasses of SWI/SNF, PBAF and BAF, are defined by their accessory signature subunits (S6B Fig). The *C*. *elegans* genome encodes thirteen subunits of the SWI/SNF complex, among which eight genes have corresponding RNAi clones in the *C*. *elegans* Ahringer RNAi collection (S6B Fig). By knocking down the eight subunit genes, we found that three of them, including the common subunits *swsn-2*.*1* and *swsn-5* and the PBAF signature subunit *pbrm-1*, also participated in *T24B8*.*5p*::GFP regulation at 25°C (Fig 6C), further supporting that the SWI/SNF complex, possibly the PBAF subclass, play important roles in mediating high temperature-induced stress responses.

**Fig 6:**
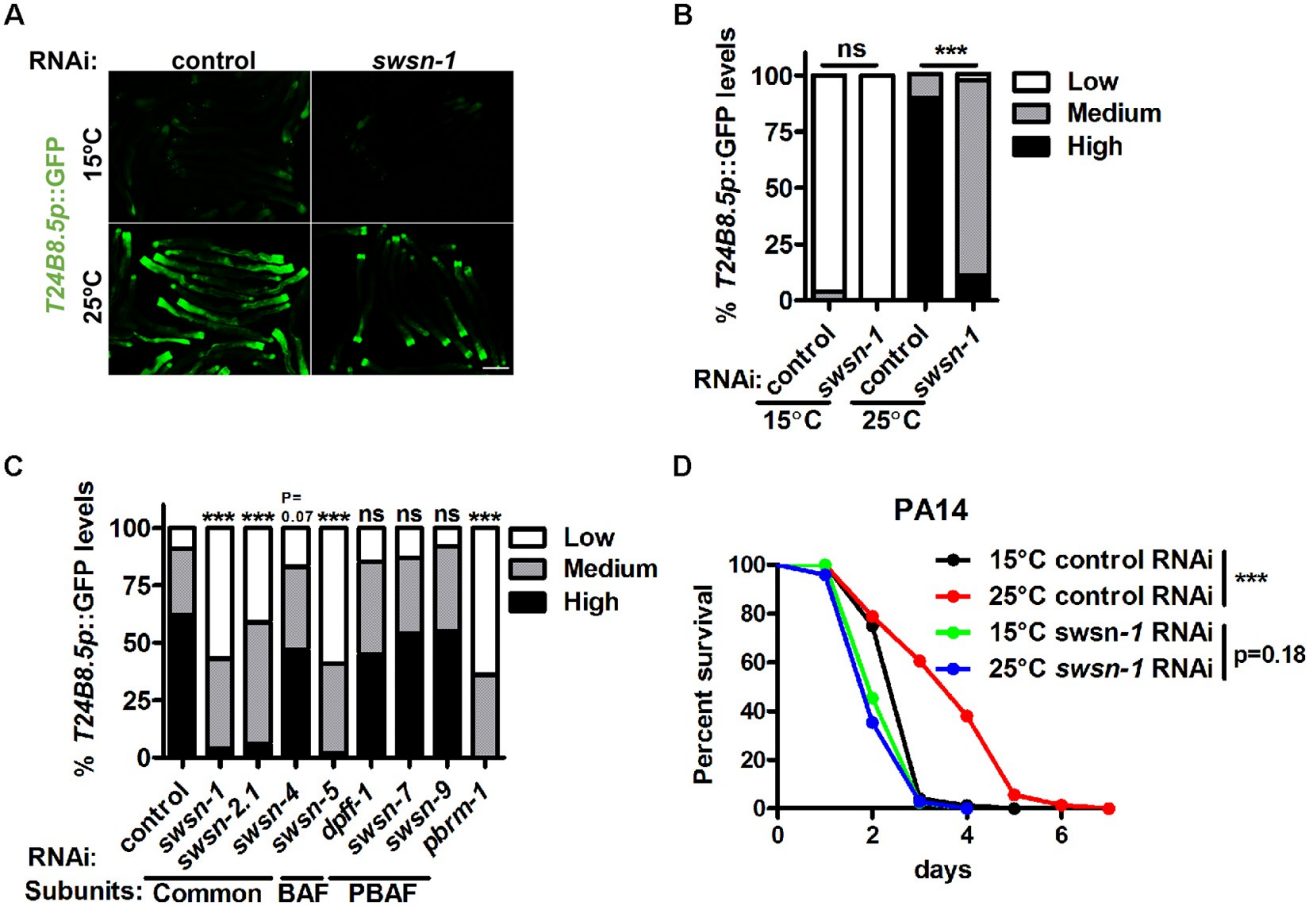
SWSN-1 is required for high temperature-induced stress responses. (A) Effects of *swsn-1* RNAi on the expression of *T24B8*.*5p*::GFP. (B) Quantification of GFP levels. Number of biological replicates (n): control RNAi 15°C (86), *swsn-1* RNAi 15°C (75), control RNAi 25°C (73) and *swsn-1* RNAi 25°C (70). ***p < 0.001 via Chi-square and Fisher’s exact tests. (C) Expression of *T24B8*.*5p*::GFP levels upon treatment of RNAi targeting components of the SWI/SNF complex at 25°C. Number of biological replicates (n): control RNAi (65), *swsn-1* RNAi (74), *swsn-2*.*1* RNAi (70), *swsn-4* RNAi (69), s*wsn-5* RNAi (68), *dpff-1* RNAi (78), *swsn-7* RNAi (66), *swsn-9* RNAi (97) and *pbrm-1* RNAi (86). ***p < 0.001 versus control RNAi via Chi-square and Fisher’s exact tests. (D) Effects of *swsn-1* RNAi on the pathogen resistance of worms precultivated at 15°C and 25°C. ***p < 0.001 versus 15°C RNAi via log-rank test. Scale bar = 100 μm.

Next, we examined the effects of the SWI/SNF complex on stress resistance regulation by using RNAi targeting the common subunit gene *swsn-1*. Knockdown of *swsn-1* completely abolished 25°C-induced resistance to pathogen and oxidative stress (Fig 6D and S6C Fig; S2 and S3 Tables). These data implicate that the chromatin remolding complex SWI/SNF function as another epigenetic regulator of stress responses to high temperature.

### Somatic epigenetic memory promotes longevity in response to hormetic high temperature

Early life 25°C heat stress exhibits hormetic effects that extend lifespan in *C*. *elegans* [20]. Our findings imply an intriguing explanation for this phenotype, that the induction of persistent defense responses protects animals against aging-related damage such as endogenous ROS and infiltrated bacteria. If so, disruption of long-lasting defense responses, by silencing genes of the upstream somatic epigenetic program, would abolish the longevity response to hormetic heat stress. To test the hypothesis, we used RNAi or mutation to silence *cbp-1*, *swsn-1* and *pmk-1* individually in worms and examined their lifespan in response to early life heat stress. As previously reported [20], 25°C cultivation from L1 larvae to day 1 adults extended animal lifespan (Fig 7A; S4 Table). Remarkably, knockdown of *cbp-1* completely abrogated the beneficial effect of hormetic heat stress on lifespan (Fig 7B; S4 Table) and *swsn-1* RNAi partially abrogated the lifespan extension (Fig 7C; S4 Table). It should be noted that RNAi of *cbp-1* and *swsn-1* significantly shortened lifespan at 15°C. *cbp-1* RNAi was demonstrated to reduce lifespan by accelerating aging rather than causing general sickness [34]. Therefore, it is likely that the same CBP-1-mediated epigenetic mechanisms that support longevity upon heat stress also function to maintain normal lifespan at 15°C. The SWI/SNF complex is a regulator of DAF-16-mediated gene expression [42]. Thus, *swsn-1* RNAi might regulate lifespan at 15°C by affecting DAF-16 target genes. The mutation of *pmk-1*, the crucial regulator of defense response and histone acetylation at 25°C, also completely abolished the lifespan extending effects of hormetic heat stress (Fig 7D; S4 Table). These data support a model in which persistent defense responses, promoted by PMK-1, CBP-1 and SWSN-1, confer health benefits and longevity to aged animals, which were exposed to mild heat stress during development.

**Fig 7:**
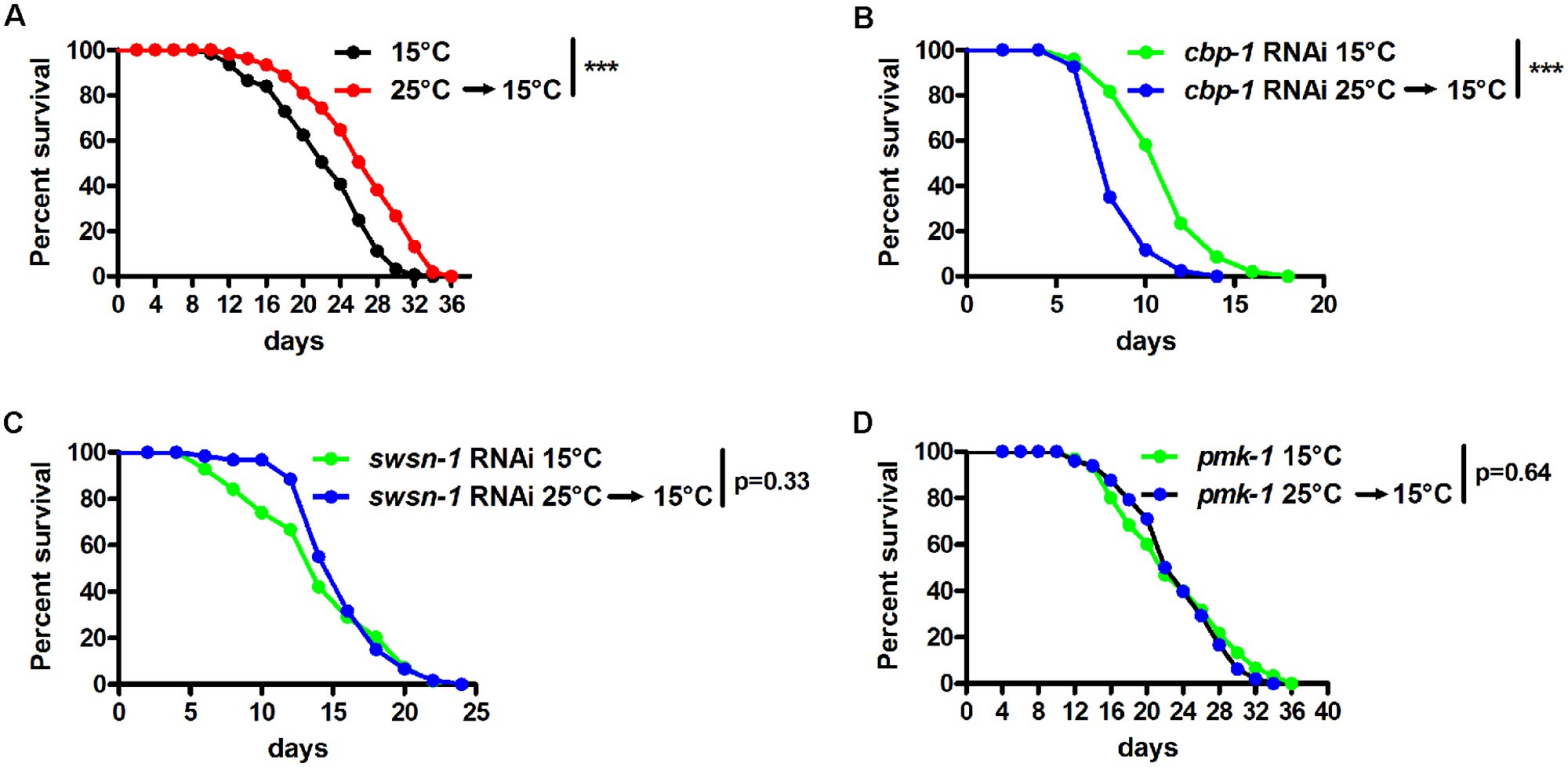
Crucial regulators of longevity in response to early hormetic heat stress. (A) Developmental exposure to 25°C extended *C*. *elegans* lifespan. (B-C) Effects of *cbp-1* (B) and *swsn-1* (C) RNAi on the longevity of worms exposed to 25°C during development. Worms were fed on RNAi bacteria during entire life. (D) Effects of *pmk-1* mutation on the lifespan of worms exposed to 25°C during development. ***p < 0.001 versus 15°C controls via log-rank test.

## Discussion

Considerable efforts have been devoted to elucidating the lifespan extending effects of hormetic heat stress. The unresolved question is how short-term or transient stress exposure would have long-term health benefits to the organism. We uncovered the persistent activation of defense responses upon mild heat, conferring long-lasting protection against various aging-related stresses. Thus, the organism aging rate is set upon exposure to high temperature in early life, primarily due to the reset of basal activities of essential stress response pathways. The identification of CBP-1 and SWSN-1 as essential regulators further suggests a key role for epigenetic memory in heat adaptation. Knockdown of *cbp-1* after heat exposure was able to suppress the maintenance of stress response gene (Fig 4F), suggesting that CBP-1-mediated epigenetic memory is responsible for the observed persistent gene expression. In addition, the inhibition of CBP-1 and SWSN-1 not only disrupts the establishment and maintenance of stress resistance but also compromises longevity induced by hormetic high temperature, supporting the prevailing view that epigenetic alteration is a hallmark of aging [43,44].

The well-recognized adaptation to temperature rise is the heat shock response. High environmental temperature, however, is different from heat shock and represents a physiological condition, under which organisms can survive and reproduce normally. We identified the innate immune and detoxification responses as major adaptations to high temperature. Since intensive metabolic alterations are induced by temperature rise, elevation of toxic metabolites or byproducts, such as ROS, are probably inevitable, making the activation of xenobiotic metabolism rational. However, why do organisms elevate their basal innate immunity? What are the benefits? In nature, pathogen infectivity is tightly associated with environmental temperature rise. Most bacterial pathogens multiply vigorously and exhibit increased virulence at higher environmental temperatures [45,46]. An intriguing speculation is that environmental temperature rise is interpreted as a signal indicative of high infection risk that resets the organisms’ basal immunity to cope with upcoming infections. Whether the regulation of basal immunity by environmental temperature is evolutionarily conserved has yet to be determined.

We identified the histone acetyltransferase CBP-1 and the chromatin remodeling SWI/SNF complex as epigenetic regulators at high temperature. How are CBP-1 and SWI/SNF regulated by high temperature? They could be transcriptionally upregulated, but our RNA-seq data ruled out this possibility (S1 Table), or they may be recruited by specific transcription factors to act as coactivators [47]. 

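cbp-1, on chromosome III of WBcel235 from 9766509 to 9774825, had 13.3 ± 4.43 FPKM at 15°C and 7.33 ± 1.48 FPKM at 25°C (SD, n = 3 for each). Its log2 fold change was -0.78 (standard error 0.28, adjusted p = 0.057 from limma), and the exact two-sided permutation test gave p = 0.20. It overlaps the noncoding RNA gene R10E11.13 on the same strand. A list of 13 genes was made of cbp-1 and 12 SWI/SNF subunit genes, without the subunit gene swsn-9, which was not analyzed here. Of these, 0 were called higher by limma and 0 were higher at an unadjusted p under 0.05. All 13 log2 fold changes lay below 0, from -1.18 to -0.021, although those of swsn-4, snfc-5 and let-526 were above 0 with rescaling to TPM or to equal sums, and that of swsn-4 was above 0 also without 15°C replicate 2 (0.0082) or 25°C replicate 1 (0.015). swsn-7 (-1.18, adjusted p = 0.0057), pbrm-1 (-1.11, adjusted p = 0.0065), phf-10 (-1.09, adjusted p = 0.0048) and swsn-2.2 (-1.05, adjusted p = 0.0025) were called lower by limma. These 4 calls were lost with rescaling to TPM, where the log2 fold changes lay between -0.95 and -0.84, and with equal sums. The call of swsn-7 was also lost without 15°C replicates 1 and 3 and 25°C replicates 1 and 3 (-1.18, -1.07, -0.997 and -1.21). Those of pbrm-1 (-1.19, -1.11, -1.02, -0.92 and -1.12) and phf-10 (-1.11, -1.02, -1.15, -0.94 and -1.07) were lost without each library except 25°C replicate 2. That of swsn-2.2 was lost without 15°C replicate 1 (-1.09), 25°C replicate 1 (-0.91) and 25°C replicate 3 (-1.08). A correction for exonic length, chosen after the data were seen, removed the calls of swsn-7 (-0.94), pbrm-1 (-0.85) and phf-10 (-0.92). swsn-1, on chromosome V from 20239182 to 20249488, fell from 13.1 ± 3.81 to 5.74 ± 1.67 FPKM (log2 fold change -1.12, adjusted p = 0.017 from limma), past the fold threshold but not past the adjusted p of 0.01. Adjusted over the list alone, 5 genes were lower and 0 higher. swsn-4, at 556 ± 28.9 and 548 ± 38.8 FPKM, differed by less than the spread between libraries. In the same libraries, a list of 11 oocyte genes was lower at 25°C by a median log2 fold change of -1.61.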

Intriguingly, both CBP-1 and SWSN-1 have been reported as coactivators of the longevity factor DAF-16/FOXO [34,42,48]. Identification of transcription factors that might recruit CBP-1 and the SWI/SNF complex in response to heat stress would be important. Alternatively, histone acetylation could be regulated through the substrate acetyl-CoA. Metabolic pathways producing acetyl-CoA have been implicated as important regulators of histone acetylation [49–51]. Indeed, our RNA-seq results do reveal alterations of many metabolic genes, including those regulating acetyl-CoA levels and histone acetylation in diverse biological processes, yet further studies are needed to test their involvement. In addition, since histone acetyltransferase complexes can stabilize SWI/SNF binding to promoters [52], and the binding of SWI/SNF to particular promoters requires histone acetylation [53], SWI/SNF may be recruited in a CBP-1-dependent manner and function together with histone acetylation to regulate target genes.

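Of 28 tested acyl-CoA dehydrogenase and acyl-CoA synthetase genes, 3 were called higher at 25°C and 2 lower. acdh-6 rose from 1.72 ± 0.582 to 7.35 ± 1.1 FPKM (SD, n = 3 for each), a log2 fold change of 1.84 (standard error 0.24, adjusted p = 0.0016 from limma). acs-2 rose from 7.07 ± 2.39 to 25.6 ± 4.51 FPKM, a log2 fold change of 1.82, and acdh-10 had a log2 fold change of 1.05. Without 25°C replicate 3, acs-2 was no longer called (1.78), and without 15°C replicate 2, acdh-10 was not (0.95). The genes lower were acs-1, by -1.17 on the log2 scale, and acs-19. Among 9 enzymes around acetyl-CoA, 3 were called lower, and as many adjusted over the list alone. The ATP citrate lyase gene acly-1 fell from 26.6 ± 5.64 to 7.72 ± 0.244 FPKM, a log2 fold change of -1.70 (standard error 0.17, adjusted p = 0.00064 from limma). acly-2 had a log2 fold change of -1.53 (adjusted p = 0.0066 from limma), and acs-19 fell by 1.2 on the log2 scale (adjusted p = 0.0034 from limma). Rescaling to TPM removed the calls of acly-2 (-1.30), acs-1 (-0.97) and acs-19 (adjusted p = 0.010 from limma, with 0.0015 to 1 over the alternatives) and kept that of acly-1 (-1.43), as did equal sums. The call of acly-2 held without 25°C replicate 2 but in none of the other fits with a library left out (log2 fold changes from -1.70 to -1.26). That of acs-19 was lost without 15°C replicate 1, 15°C replicate 3 or 25°C replicate 3 (-1.24, -1.07 and -1.21). The other 6 enzymes, pdhb-1, dlat-1, dld-1, cts-1, pod-2 and mlcd-1, were not called, with log2 fold changes from -0.52 to 0.019. Those of dld-1 (-0.079) and cts-1 (-0.081) were above 0 with the rescaling. Without 15°C replicate 3, that of cts-1 was 0.0078 and that of mlcd-1 was -0.10.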

In summary, we have identified innate immune and detoxification responses as the major stress responses at high temperature and provided a molecular basis for how stress responses are established and maintained. Our findings provide mechanistic insights into how early life heat stress exerts long-term effects on animal health and sets the rate of organism aging. We propose that persistent activation of stress responses could be a shared adaptive mechanism underlying the longevity response to multiple hormetic stresses.

## Materials and methods

### *C*. *elegans* strains and maintenance

*C*. *elegans* were cultured on standard nematode growth medium (NGM) seeded with *E*. *coli* OP50-1 [54] and maintained at different temperatures as indicated. The following strains were provided by the Caenorhabditis Genome Center: wild type N2 Bristol, KU25[*pmk-1(km25)*], AU78[*T24B8*.*5p*::*gfp*::unc-54-3' UTR], AY101[*F35E12*.*5p*::*gfp*], CL2166[*gst-4p*::*gfp*], TJ375[*hsp-16*.*2p*::*gfp*], DA465[*eat-2(ad465)*], CB4037[*glp-1(e2141)*], DR1572[*daf-2(e1368)*].

### Microbe strains

*E*. *coli* OP50-1 bacteria were cultured overnight at 37°C in LB, after which 150 μl of bacterial culture was seeded on 60 mm NGM plates. For the dead OP50-1 experiment, *E*. *coli* was killed by UV irradiation (254 nm, 10 minutes), heat (75°C, 90 minutes) or kanamycin (400 μg/mL). The death of bacteria was confirmed by streaking bacteria onto LB plates and verifying the lack of colony formation after 37°C culture for 48 hours. For the RNAi experiment, HT115 bacteria containing specific dsRNA-expression plasmids (Ahringer library) [55] were cultured overnight at 37°C in LB containing 100 μg/ml carbenicillin and seeded on NGM plates containing 5 mM IPTG [56]. The pathogen resistance assay was performed as previously described [57]. *P*. *aeruginosa* strain PA14 was cultured overnight at 37°C in LB and seeded on slow killing (SK) plates, then incubated for 24 hours at 37°C followed by another 24 hours at 25°C.

### Stress resistance assays

For the pathogen resistance assay, day 1 adult worms, unless otherwise indicated, were transferred to SK plates and incubated at 25°C for survival analysis. For TBHP (Sigma) resistance, day 1 adult worms, unless otherwise indicated, were transferred to NGM plates supplemented with 12.6 mM TBHP and incubated at 20°C for survival analysis. For heat shock resistance, worms at the indicated stages were transferred to NGM plates and incubated at 35°C for survival analysis.

### RNA interference treatment

RNAi was induced at room temperature for 24 hours after seeding. Then, L1 worms were added to RNAi plates to knockdown the indicated genes. For *cbp-1* RNAi treatment, the bacterial culture of the *cbp-1* RNAi strain was diluted at a ratio of 1:20 with the vector control.

### qRT-PCR

qRT-PCR was performed as previously described [58]. Briefly, worms cultured at 15°C and 25°C until the L4 stages were collected, washed in M9 buffer and then homogenized in TRIzol reagent (Life Technologies). RNA was extracted according to the manufacturer’s protocol. DNA contamination was digested with DNase I (Thermo Fisher Scientific), and RNA was subsequently reverse-transcribed to cDNA by using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Quantitative PCR was performed using SYBR Green (Bio-Rad). The expression of *snb-1* was used to normalize samples. Primer sequences are listed in S6 Table.

### Fluorescence microscopy

Day 1 adult worms, unless otherwise indicated, were collected, washed in M9 buffer and then paralyzed with 1 mM levamisole. Fluorescence microscopic images were taken after mounting on slides. The expression levels of GFP were scored as low, medium and high. Briefly, dim green signals in the anterior or posterior of the intestine, green signals throughout the intestine and bright signals throughout the intestine are categorized as low, medium and high expression, respectively.

### Immunoblotting

Day 1 adult worms, unless otherwise indicated, were collected and sonicated in RIPA buffer (100 mM Tris pH 8.0, 150 mM NaCl, 1% Triton X-100, 1% deoxycholic acid, 0.1% SDS, 5 mM EDTA, 10 mM NaF) containing 1 mM DTT and proteinase inhibitor (Sigma) before boiling and loading. Antibodies against acetyl-histone H4 (Millipore), phospho-p38 (Promega) and tubulin (Sigma) were used.

### Lifespan analysis

Lifespan assays were performed as previously described [59] with modifications. Briefly, synchronized eggs were added to nematode growth medium (NGM) plates seeded with different *E*. *coli* strains. For experiments with developmental exposure to 25°C, worms were kept at 25°C from the egg to L4 stage and then shifted to 15°C thereafter. Worms were transferred every day during the reproductive period. Worms that died of vulva burst, bagging, or crawling off the plates were censored.

### RNA-seq analysis

To compare the effects of temperatures on gene expression, 20°C-cultured L4 parent worms were moved to 15°C and 25°C separately, and allowed to mature further and lay eggs, which hatched and developed into middle-to-late L4 stages at these temperatures. The 15°C-cultured parent worms were allowed to lay eggs about 40 hours earlier than the 25°C-cultured ones, making the two groups developmentally equivalent across temperatures. Total RNA from 15°C and 25°C-cultivated L4 stage worms was extracted using TRIzol reagent and used to generate sequencing libraries using the VAHTS Stranded mRNA-seq Library Prep Kit for Illumina. The quality and quantity of the libraries were determined using an Agilent Bioanalyzer 2100 (Agilent, USA) and Qubit 3.0 (Life Technologies, USA), respectively. The libraries were sequenced at a paired-end 150 bp read length on an Illumina HiseqX Ten. RNA-seq reads were aligned to the reference genome WBcel235 using Tophat v.2.0.6 [60]. The differential gene and transcript expression analysis was performed using Cufflinks tools [61–63]. Genes with a fold change of > 2 (either up or down) and FDR of < 0.01 were considered high temperature-regulated genes. Functional annotation of each gene was analyzed through multiple databases, including Cluster of Orthologous Groups (COG), Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), EuKaryotic Orthologous Groups (KOG), Pfam, and evolutionary genealogy of genes: Non-supervised Orthologous Groups (eggNOG). High temperature-regulated genes were further evaluated for functional annotation clustering with Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.7 [64]. The RNA sequencing data have been deposited in the GEO with accession number GSE115095.

### ChIP-qPCR

ChIP was performed as previously described with some modifications [65]. Synchronized day 1 adult animals were collected and washed three times with PBS and subjected to three freeze/thaw cycles in liquid nitrogen and then cross-linked with PBS containing 1% formaldehyde for 20 minutes. Worms were then subjected to sonication by using QSonica Q800R2 at 4°C (550 Hz; 30 cycles; 10 s on, 30 s off) in buffer containing 50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 1 mM PMSF and protease inhibitor cocktail. Cleared lysates were immunoprecipitated using anti-AcH4 (Millipore 06–886), control IgG (Cell signaling 2729) and Salmon sperm DNA/protein A agarose (Millipore 16–157). After washing and elution, DNA was recovered and purified by phenol/chloroform extraction and used for qPCR. The primers used for qPCR can be found in S6 Table.

### Quantification and statistical analysis

Data were presented as mean ± SEM. Survival data were analyzed by using log-rank (Mantel-Cox) test. The levels of fluorescence micrographs were analyzed by using Chi-square and Fisher’s exact tests. Benjamini-Hochberg adjusted p values were used for Figs 1B and 5B and S5E Fig. Two-way ANOVA followed by Bonferroni *post-hoc* test was used for S2A and S4B Figs. Other data were analyzed by using an unpaired Student’s t test. P < 0.05 was considered significant.

## Supporting information

S1 Fig Effects of high environmental temperature on innate immune and detoxification responses. (A) The endogenous *T24B8*.*5* mRNA levels at 15°C and 25°C measured by qPCR. n = 3 for each group. Data are presented as mean ± SEM. ***p < 0.001 via Student’s t test. (B) Expression of *F35E12*.*5p*::GFP upon 25°C cultivation. (C-E) The expression of *T24B8*.*5p*::GFP was induced at 25°C in worms fed with dead *E*. *coli* OP50 killed by UV irradiation (C), heat (D), and kanamycin (E). (F) Pathogen resistance of worms precultivated with UV-killed OP50 at 15°C and 25°C. ***p < 0.001 versus 15°C controls via log-rank test. Scale bar = 100 μm.
(TIF) Click here for additional data file.

S2 Fig PMK-1 is required for gene activation and lifespan regulation at high temperature. (A) Effects of *pmk-1* mutation on defense gene expression at 25°C. n = 3 for each group. Data are presented as mean ± SEM. ***p < 0.001 versus WT controls via two-way ANOVA followed by Bonferroni *post-hoc* test. (B-C) Lifespan of WT and *pmk-1* mutants fed on dead bacteria at 25°C (B) and 15°C (C). ***p < 0.001 versus WT controls via log-rank test.
(TIF) Click here for additional data file.

S3 Fig Persistent stress responses after early life heat exposure. (A-B) Worms were precultivated at 25°C until day 1 adults and transferred to 15°C thereafter. The expression of *F35E12*.*5p*::GFP (A) and *gst-4p*::GFP (B) was examined on day 1, day 4, and day 7. Arrows indicate GFP signals in the posterior of worms. (C) Worms were treated as indicated in S3A and S3B Fig. The mRNA levels of *T24B8*.*5*, *F49F1*.*7* and *cyp-37B1* were examined by qPCR on day 1, day 4, and day 7. n = 3 for each group. Data are presented as mean ± SEM. **p < 0.01, ***p < 0.001 versus 15°C controls via Student’s t test. (D) Persistent resistance to TBHP of worms precultivated at 25°C until day 1 adults. *p < 0.05, **p < 0.01, ***p < 0.001 versus 15°C controls via log-rank test. (E) Persistent mRNA expression of *hsp-16*.*2* in worms exposed to 35°C for one hour on day 1. n = 3 for each group. Data are presented as mean ± SEM. **p < 0.01, ***p < 0.001 versus 20°C controls via Student’s t test. (F) Persistent resistance to heat shock stress of worms exposed to 35°C for one hour on day 1. **p < 0.01, ***p < 0.001 versus 20°C controls via log-rank test. Scale bar = 100 μm.
(TIF) Click here for additional data file.

S4 Fig CBP-1 regulates stress responses at high temperature. (A) Effects of 20-fold diluted *cbp-1* RNAi on the mRNA expression of *cbp-1*. n = 3 for each group. Data are presented as mean ± SEM. ***p < 0.001 via Student’s t test. (B) The effects of *cbp-1* RNAi on the mRNA expression of *T24B8*.*5*, *F49F1*.*7* and *C32H11*.*4* were examined by qPCR at 15°C and 25°C. n = 3 for each group. Data are presented as mean ± SEM. ***p < 0.001 versus control RNAi via two-way ANOVA followed by Bonferroni *post-hoc* test. (C) Effects of RNAi targeting genes regulating histone acetylation on *T24B8*.*5p*::GFP expression at 25°C. HATs: histone acetyltransferases. Number of biological replicates (n): control (95), *cbp-1* RNAi (78), *K03D10*.*3* RNAi (105), *T02C12*.*3* RNAi (85), *ZK856*.*9* RNAi (73), *trr-1* RNAi (64), *ZK1127*.*3* RNAi (102), *mrg-1* RNAi (105). ***p < 0.001 versus control RNAi via Chi-square and Fisher’s exact tests. (D) Effects of *cbp-1* RNAi on *gst-4p*::GFP expression at 25°C. (E) Effects of *cbp-1* RNAi on TBHP resistance at 15°C and 25°C. ***p < 0.001 versus 15°C RNAi via log-rank test. (F-H) Effects of *cbp-1* RNAi on stress gene induction in *eat-2* (F), *daf-2* (G) and *glp-1* (H) mutants. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 versus control RNAi via Student’s t test. (I) mRNA levels of *T24B8*.*5* measured as indicated in Fig 4E. n = 3 for each group. Data are presented as mean ± SEM. **p < 0.01, ***p < 0.001 versus control RNAi via Student’s t test. Scale bar = 100 μm.
(TIF) Click here for additional data file.

S5 Fig Regulation of histone acetylation by high temperature. (A) Effects of *cbp-1* RNAi on acetylated H4 levels at 15°C and 25°C. (B) Effects of *pmk-1* mutation on acetylated H4 levels at 15°C and 25°C. (C) Schematic of promoter regions amplified by ChIP-qPCR. (D) Acetylated H4 levels on the promoters of *acdh-4* and *pde-4* detected by ChIP-qPCR. n = 3 for each group. Data are presented as mean ± SEM. (E) The expression levels of *acdh-4* and *pde-4* at 15°C and 25°C examined by RNA-seq analysis. n = 3 for each group. Data are presented as mean ± SEM and ns indicates Benjamini-Hochberg adjusted p > 0.05.
(TIF) Click here for additional data file.

S6 Fig SWSN-1 regulates stress responses at high temperature. (A) Effects of *swsn-1* RNAi on *gst-4p*::GFP expression at 25°C. (B) The SWI/SNF complex components in *C*. *elegans*. Asterisks indicate corresponding RNAi clones in *C*. *elegans* Ahringer RNAi collection. (C) TBHP resistance of *swsn-1* RNAi worms precultivated at 15°C and 25°C. ***p < 0.001 versus 15°C RNAi via log-rank test. Scale bar = 100 μm.
(TIF) Click here for additional data file.

S1 Table List of genes regulated by 25°C. Genes with a fold change of > 2 (either up or down) and FDR of < 0.01 were listed as 25°C-regulated genes.
(XLSX) Click here for additional data file.

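S1 Table gives for each gene a log2 fold change, an FDR and its annotation in several databases. The first 1786 of its 1958 rows were read here, all 1143 upregulated genes and 643 of the 815 downregulated genes. In the 1785 rows with a number, the sign matched the up or down mark, the smallest size of a log2 fold change was 1.00 and the largest FDR was 0.00998. For 1747 genes with a value in both, the log2 ratio of the mean FPKM of the 3 libraries at each temperature was computed without a pseudocount. The paper's value was higher by a median of 0.041, and 1624 of the 1747 values (93.0%) lay within 0.2 of each other. In 4 genes the signs differed.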

S2 Table PA14 survival data. (DOCX) Click here for additional data file.

S3 Table TBHP and heat shock resistance survival data. (DOCX) Click here for additional data file.

S4 Table Lifespan data. (DOCX) Click here for additional data file.

S5 Table List of epigenetic genes selected for screen. (DOCX) Click here for additional data file.

S6 Table qPCR primer sequences. (DOCX) Click here for additional data file.

# Supplementary material for: Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress
**Source:** PLoS Genet. 2019 Apr 29;15(4):e1008122. doi: 10.1371/journal.pgen.1008122
**Supplement:** S2 Table

**S2 Table. PA14 survival data. Repeats 1 are graphed in indicated Figures.**

^a^ vs same treatment/strain at 15°C

# Supplementary material for: Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress
**Source:** PLoS Genet. 2019 Apr 29;15(4):e1008122. doi: 10.1371/journal.pgen.1008122
**Supplement:** S3 Table

**S3 Table. TBHP and heat shock resistance survival data. Repeats 1 are graphed in indicated Figures.**

^a^ vs same treatment/strain at 15°C

^b^ vs same strain at 20°C

# Supplementary material for: Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress
**Source:** PLoS Genet. 2019 Apr 29;15(4):e1008122. doi: 10.1371/journal.pgen.1008122
**Supplement:** S4 Table

**S4 Table. Lifespan data. Repeats 1 are graphed in indicated Figures.**

| Figures | Strain/Treatment | Mean Lifespan  ± SEM (days) | # Worms  Censored/Total | P value |
| --- | --- | --- | --- | --- |
| 2E repeat 1 | 25°C WT | 12.8 ± 0.3 | 7/63 |  |
|  | 25°C *pmk-1* | 10.5 ± 0.5 | 5/50 | <0.001^a^ |
| 2E repeat 2 | 25°C WT | 13.0 ± 0.3 | 7/64 |  |
|  | 25°C *pmk-1* | 10.8 ± 0.3 | 5/66 | <0.001^a^ |
| 2E repeat 3 | 25°C WT | 13.5 ± 0.4 | 4/67 |  |
|  | 25°C *pmk-1* | 10.5 ± 0.2 | 7/64 | <0.001^a^ |
| 2F repeat 1 | 15°C WT | 28.2 ± 0.7 | 5/98 |  |
|  | 15°C *pmk-1* | 29.3 ± 0.6 | 7/115 | 0.3869^a^ |
| 2F repeat 2 | 15°C WT | 24.9 ± 0.6 | 8/99 |  |
|  | 15°C *pmk-1* | 24.1 ± 0.7 | 7/98 | 0.4861^a^ |
| 2F repeat 3 | 15°C WT | 24.6 ± 0.7 | 8/114 |  |
|  | 15°C *pmk-1* | 24.4 ± 0.6 | 8/104 | 0.5161^a^ |
| S2B repeat 1 | 25°C WT on dead OP50 | 15.0 ± 0.2 | 3/86 |  |
|  | 25°C *pmk-1* on dead OP50 | 12.4 ± 0.3 | 3/65 | <0.001^a^ |
| S2B repeat 2 | 25°C WT on dead OP50 | 14.9 ± 0.2 | 4/85 |  |
|  | 25°C *pmk-1* on dead OP50 | 12.5 ± 0.3 | 2/74 | <0.001^a^ |
| S2B repeat 3 | 25°C WT on dead OP50 | 15 ± 0.2 | 2/83 |  |
|  | 25°C *pmk-1* on dead OP50 | 12.3 ± 0.3 | 3/65 | <0.001^a^ |
| S2C repeat 1 | 15°C WT on dead OP50 | 27.9 ± 0.6 | 2/70 |  |
|  | 15°C *pmk-1* on dead OP50 | 27.5 ± 0.6 | 3/66 | 0.4839^a^ |
| S2C repeat 2 | 15°C WT on dead OP50 | 27.8 ± 0.6 | 4/78 |  |
|  | 15°C *pmk-1* on dead OP50 | 27.4 ± 0.6 | 6/72 | 0.5097^a^ |
| S2C repeat 3 | 15°C WT on dead OP50 | 27.4 ± 0.6 | 4/69 |  |
|  | 15°C *pmk-1* on dead OP50 | 27.0 ± 0.6 | 4/69 | 0.6512^a^ |
| 7A repeat 1 | 15°C WT control RNAi | 22.6 ± 0.5 | 5/130 |  |
|  | 25°C to 15°C at L4, WT control RNAi | 26.5 ± 0.6 | 6/111 | <0.001^b^ |
| 7A repeat 2 | 15°C WT control RNAi | 24.4 ± 0.9 | 4/45 |  |
|  | 25°C to 15°C at L4, WT control RNAi | 29.8 ± 0.7 | 6/104 | <0.001^b^ |
| 7A repeat 3 | 15°C WT control RNAi | 22.4 ± 0.6 | 4/91 |  |
|  | 25°C to 15°C at L4, WT control RNAi | 26.6 ± 0.6 | 5/110 | <0.001^b^ |
| 7B repeat 1 | 15°C WT *cbp-1* RNAi | 11.4 ± 0.2 | 1/142 |  |
|  | 25°C to 15°C at L4, WT *cbp-1* RNAi | 8.8 ± 0.2 | 0/120 | <0.001^b^ |
| 7B repeat 2 | 15°C WT *cbp-1* RNAi | 15.8 ± 0.3 | 3/95 |  |
|  | 25°C to 15°C at L4, WT *cbp-1* RNAi | 13.4 ± 0.3 | 3/139 | <0.001^b^ |
| 7B repeat 3 | 15°C WT *cbp-1* RNAi | 12.8 ± 0.3 | 2/120 |  |
|  | 25°C to 15°C at L4, WT *cbp-1* RNAi | 10.4 ± 0.3 | 3/112 | <0.001^b^ |
| 7C repeat 1 | 15°C WT *swsn-1* RNAi | 14.4 ± 0.6 | 3/72 |  |
|  | 25°C to 15°C at L4, WT *swsn-1* RNAi | 15.8 ± 0.4 | 3/63 | 0.3267^b^ |
| 7C repeat 2 | 15°C WT *swsn-1* RNAi | 15.0 ± 0.3 | 9/133 |  |
|  | 25°C to 15°C at L4, WT *swsn-1* RNAi | 16.0 ± 0.3 | 6/129 | 0.0817^b^ |
| 7C repeat 3 | 15°C WT *swsn-1* RNAi | 13.7 ± 0.3 | 7/129 |  |
|  | 25°C to 15°C at L4, WT *swsn-1* RNAi | 14.9 ± 0.3 | 7/130 | 0.015^b^ |
| 7D repeat 1 | 15°C *pmk-1* | 23.3 ± 0.8 | 7/67 |  |
|  | 25°C to 15°C at L4, *pmk-1* | 23.5 ± 0.8 | 5/53 | 0.6393^b^ |
| 7D repeat 2 | 15°C *pmk-1* | 22.6 ± 1.0 | 5/58 |  |
|  | 25°C to 15°C at L4, *pmk-1* | 24.6 ± 0.8 | 4/80 | 0.2322^b^ |
| 7D repeat 3 | 15°C *pmk-1* | 23.2 ± 0.9 | 5/65 |  |
|  | 25°C to 15°C at L4, *pmk-1* | 24.0 ± 0.8 | 4/69 | 0.7295^b^ |

^a^ vs WT controls at same temperature

^b^ vs same treatment/strain at 15°C

# Supplementary material for: Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress
**Source:** PLoS Genet. 2019 Apr 29;15(4):e1008122. doi: 10.1371/journal.pgen.1008122
**Supplement:** S5 Table

**S5 Table. List of epigenetic genes selected for screen.**

| Histone acetyltransferase genes |
| --- |
| *cbp-1*, *K03D10.3*, *T02C12.3*, *ZK856.9, trr-1*, *ZK1127.3*, *mrg-1* |
| Histone deacetylase genes |
| *hda-1*, *hda-2*, *hda-3*, *hda-4*, *hda-11* |
| Histone methyltrasferase genes |
| *set-1*, *set-2*, *set-3*, *set-4*, *set-5*, *set-6*, *set-8*, *set-9*, *set-10*, *set-11*, *set-12*, *set-14*, *set-15*, *set-16*, *set-17*, *set-18*, *set-19*, *set-20*, *set-25*, *set-26*, *set-30*, *set-32*, *lin-59*, *ttll-12*, *blmp-1, ash-2*, *rha-1* |
| Histone demethylase genes |
| *jmjc-1*, *jmjd-1.1*, *jmjd-1.2*, *jmjd-2*, *jmjd-3.1*, *jmjd-3.2*, *jmjd-3.3*, *jmjd-5*, *jhdm-1*, *rbr-2*, *psr-1*, *utx-1*, *amx-1*, *amx-3*, *hpo-15*, *spr-5*, *lsd-1*, *vps-22*, *F55C5.6* |
| Chromatin remodeling genes |
| *hsp-1*, *swsn-1*, swsn-4, *snfc-5*, ssl-1, swsn-2.1, *swsn-6*, *l*in-53, mep-1, isw-1, pyp-1, rba-1, *arp-6*, C17E4.6, *zhit-1*, gfl-1, *htz-1*, *ssl-1* |

# Supplementary material for: Histone acetylation promotes long-lasting defense responses and longevity following early life heat stress
**Source:** PLoS Genet. 2019 Apr 29;15(4):e1008122. doi: 10.1371/journal.pgen.1008122
**Supplement:** S6 Table

**S6 Table. qPCR primer sequences**

How the deposited data were processed for this re-analysis (not part of the article)

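Gene expression was measured by RNA-seq in whole N2 worms at the L4 stage, with 3 libraries from worms cultivated at 15°C and 3 at 25°C. The mapping of libraries to temperature and replicate was taken from the sample records. These name no batch, animal or day shared between the groups, so replicate numbers were not used to pair libraries.

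The authors aligned the reads to WBcel235 with Tophat and used the Cufflinks tools, and the deposited table holds 1 FPKM value per gene and library. FPKM are relative to transcript length and to the mapped fragments of a library, and the authors' filters before deposit are not given in the sources used here. The table has 16391 rows. Of these, 16008 carry a usable gene name, 363 are genes assembled by the authors without a name, 9 have a missing value in place of a name, 9 have a bare number, as spreadsheet programs make from names that read as dates, and 2 share a name. By name, 15899 were matched to the Ensembl annotation of WBcel235 (release 115) and 109 were not. All rows with a mean past the filter were tested, named or not. Coordinates, exonic lengths and overlaps come from that annotation. The genome sequence was not used here.

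Depth is unknown, since the low values follow no steps that 1 read would give (the smallest above 0 is 9.8e-258), so no counting interval can be given and the precision rests on the spread between the 3 libraries. Between 15007 and 15255 genes were above 0 in a library. A value of exactly 0 can be a failed estimate. In 55 genes a library was at 0 and another of the same temperature at 50 FPKM or more, and their median exonic length was 311 bases against 1251 bases for all matched genes.

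The values were analyzed on the log2(FPKM + 0.5) scale, without further scaling, for the 12996 genes with a mean of at least 1 FPKM. The temperatures were compared with limma 3.58.1 in R 4.3.3, with an intensity trend, all 6 libraries and no covariate. Adjusted p are from limma with Benjamini-Hochberg adjustment over the tested genes unless another test is named, and all limma tests are two-sided. Genes were called at a log2 fold change beyond 1 and an adjusted p under 0.01. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. For genes that carry a claim, an exact two-sided permutation test was added, which cannot go below 0.1 with 3 libraries against 3. Families of gene symbols were tested among called genes by one-sided Fisher's exact tests and as a whole by camera with a preset correlation of 0.01, with an adjusted p under 0.05 as the threshold. Families with fewer than 5 tested genes would have had no test.

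The fitting and family tests were first tested on simulated data for 25°C against 15°C, with 3 libraries each and 12856 genes. Of 200 genes changed by 2 on the log2 scale, 172 were called in the right direction, with a median estimate of 2.01, and 0 unchanged genes were called. With no change simulated, 0 genes were called. Each gene was simulated independently and genes with low values were not among those changed. The simulation therefore covers neither changes at low values nor families of correlated genes.

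The rule for naming genes covered every gene that the paper names for an expression measurement, the SWI/SNF subunit genes, the genes of S5 Table, the 10 called genes with the largest change in each direction, the called member with the largest change each way in each family, and enzymes around acetyl-CoA. The fold changes in S1 Table had been seen when this rule was written. Of the genes it covers, those that carry a claim or lead a list are given one by one and the others only as counts and medians, and this choice was made after the values were seen. hsp-16.1 and pdha-1 were not analyzed here. Genes outside the rule are marked as named after their values were seen, except rpl-39 and hpo-18, which were named for their share of the sums. Lists of sperm, yolk, oocyte and molting genes were fixed as checks of stage together with the families, before the data were examined. Lists of intestine, muscle and neuron genes were written later, before their values were looked at, except possibly that of snb-1. A list of constitutive chaperones was written after some of its values had been seen.

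The alternatives were pseudocounts of 0.1 and 1, no filter, a mean of at least 5 FPKM, median-ratio scaling, rescaling to TPM, an adjusted p under 0.05, no trend, treat, the replicate number as a block, each library left out in turn, all genes of the table as the background of the Fisher tests, fry, and camera with an estimated correlation. A correction for exonic length, by lowess with a span of 0.3 in each library, and equal sums, in which each library is brought to the mean sum of the 6, were added after the data were seen. To test scaling, lists were compared with 10000 random lists, in which each gene was replaced by one of the 200 nearest to it in mean log2 value. CUB-like and ShK genes have no symbol in common and were examined only through S1 Table, of which a part was read, so no enrichment was tested. The qPCR, reporter, ChIP and survival experiments were not analyzed here.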

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

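The tests of scaling between libraries, of exonic length and of constitutive chaperones were chosen after the results were seen.

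Ribosomal protein and proteasome genes, which the paper does not discuss, were lower at 25°C. The median log2 fold change of 72 ribosomal protein genes was -0.45 (68 below 0, adjusted p = 1.2e-08 from limma's camera), and that of 26 proteasome subunit genes was -0.38 (24 below 0, adjusted p = 7.1e-05). By limma, 0 of either were called, and 57 ribosomal and 20 proteasome genes were lower at an unadjusted p under 0.05. Treat called 0 of either. Of median-ratio scaling and rescaling to TPM, the second brought the medians nearest to 0, to -0.26 and -0.19, while the median of all genes moved to 0.13. A factor per library would move genes of like expression alike. Random lists of genes matched on mean expression had medians of -0.23 and -0.082, so part of the falls was shared with other genes of that level. The families lay below these, with differences of -0.22 and -0.30, and 0 and 9 of 10000 random lists were as low, which argues against scaling as the whole cause. Whether these genes fell or the others rose is not settled by relative values. A correction for exonic length left medians of -0.44 and -0.44, which argues against length. Both families passed fry (adjusted p = 0.025 and 0.0096), but neither passed camera with the correlation between genes estimated from the libraries (adjusted p = 0.53 for both), so a shared fluctuation between libraries stays open. A difference in growth or in exact stage between temperatures may also lower these genes, which was not tested for them.

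Yolk and oocyte genes were lower as well. The 5 yolk genes had a median log2 fold change of -1.30 (adjusted p = 0.0039 from limma's camera) and the 11 oocyte genes of -1.61 (adjusted p = 5.1e-06), with none of the 16 above 0 and 3 and 9 called lower. The values nearest to 0 under the other scalings were -1.11 and -1.41. The lists lay below random lists matched on mean expression, with differences of -1.18 and -1.49 and 1 and 0 of 10000 as low, which argues against scaling as the whole cause. After the correction for length the medians were -1.05 and -1.58, past the threshold of camera, which argues against length as the whole cause. Both lists passed fry (adjusted p = 0.013 and 0.010) and neither passed camera with an estimated correlation (adjusted p = 0.44 for both). A smaller share of germline RNA at 25°C is a candidate explanation for the oocyte genes. It would raise every somatic tissue alike, but lists of intestine, muscle and neuron genes had medians of -0.067, -0.23 and 0.045, or 0.092, -0.041 and 0.21 with rescaling to TPM, and the largest difference as reported (0.27) was within what a permutation of genes between the lists gives (two-sided p = 0.128). With medians this near 0 the tissue lists cannot tell the smaller share apart from a change within the germline. Of the 53 sperm genes, with a median of -0.13, 0 were called higher and 4 lower by limma, against 6 and 16 at an unadjusted p under 0.05, and the sign of the median changed with rescaling to TPM (0.048). Treat called 0 of them higher. Of the sperm genes, 29 are major sperm protein genes. A fall of all germline RNA alike would lower the sperm genes as much as the oocyte genes. Of the 53 sperm genes, 21 lay above 0, against 0 of the 11 oocyte genes, which argues against such a uniform fall. A smaller share of oocyte RNA alone stays open. The paper's methods give the stage as middle to late L4 and state that egg laying at 15°C was started earlier to make the groups equivalent in development. The stage of the worms in each library was not measured here. The lists of sperm, yolk, oocyte and molting genes were set up as checks of stage, and those of yolk and oocyte genes were lower. Of 24 molting genes, 7 were called higher and 2 lower. Such lists cannot tell a difference in exact stage from a response of these genes to temperature, so a remaining difference in stage stays open.

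Of 16 heat shock protein genes, whose values in these libraries the paper's text does not discuss, 3 were called higher at 25°C and 1 lower by limma, while 9 of the 16 lay below 0. The gene lower was hsp-12.3 (log2 fold change -1.01, adjusted p = 0.0071 from limma). hsp-16.2, on chromosome V from 1804334 to 1804957, rose from 1.62 ± 1.03 to 55.0 ± 8.76 FPKM (SD, n = 3 for each), a log2 fold change of 4.80 (adjusted p = 0.00017 from limma). hsp-16.41, on the same chromosome from 1805178 to 1805875, was listed at 0, 1.17 and 0 FPKM at 15°C and at 56.0, 43.5 and 50.9 FPKM at 25°C, a log2 fold change of 6.07 that ranged from 4.98 to 7.74 over the alternatives. hsp-70 rose from 0.176 ± 0.204 to 6.64 ± 1.14 FPKM, a log2 fold change of 3.43 (2.39 to 4.84 over the alternatives), and overlaps uggt-2 on the other strand. After the correction for length the smallest of the 3 log2 fold changes was 3.51, which argues against length. A list of 16 constitutive chaperones, 7 of them genes with an hsp symbol, had a median of -0.54 (adjusted p = 0.017 from limma's camera, 0.11 from fry), which argues against a general rise of chaperone transcripts. Reads shared between near-identical copies of the small heat shock genes could change the values of single genes and were not tested. Cultivation at 25°C may induce these 3 genes, as a hypothesis found and tested on the same libraries.

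mtl-1, a metallothionein gene on chromosome V from 6691371 to 6691863, was listed at 0 in the 3 libraries at 15°C and at 33.5, 18.4 and 36.5 FPKM at 25°C, with a median of 33.5 FPKM. Its exonic length is 373 bases, and estimates of short genes can fail. Of 526 other genes within 20% of its length and at 10 FPKM or more at 25°C, 4 were listed at 0 in all libraries at 15°C (0.760%). Nothing in the table shows whether such values are failed estimates or true absence, so for mtl-1 these cannot be told apart.

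sod-3, on chromosome X from 17092753 to 17094306, fell from 14.9 ± 1.93 to 5.89 ± 0.457 FPKM (SD, n = 3 for each), a log2 fold change of -1.26 (standard error 0.16, adjusted p = 0.0014 from limma). With rescaling to TPM the log2 fold change was -0.99 and the gene was not called, nor was it by treat. It was called with equal sums (-1.09) and with each library left out in turn. It overlaps 2 protein-coding genes on the other strand. No explanation was tested for this gene.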

How the results depend on the processing

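The correction for exonic length and equal sums were chosen after the results were seen, and the other alternatives were set beforehand. Over all alternatives, 1122 values of single genes kept their direction and side of the threshold, 114 no longer passed it, 14 newly passed it and 25 changed sign. For list medians these numbers were 335, 29, 5 and 11, and for counts of called family members 287, 15, 2 and 0. The numbers of called genes stayed within 1.5 times of those reported in 37 cases and moved further in 17. The cause was not tested for any change below, except that treat is by construction the stricter test.

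By pseudocount, at 0.1, 12 collagens were lower and no longer enriched, and the median of the C-type lectins (-0.29) no longer passed camera. At 1, 5 GSTs were lower and no longer enriched. With no filter, 12 collagens were lower and the median of the CYPs was 0.036, both no longer past their thresholds, and the medians of the collagens (0.21) and F-box genes (0.10) were smaller but still past camera. With a mean of at least 5 FPKM, 4 GSTs were lower and no longer enriched, the median of the GSTs was 0.017 and that of the C-type lectins (-0.16) no longer passed. At an adjusted p under 0.05, 15 collagens were lower, and with no trend 10, neither enriched.

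With median-ratio scaling the median of the GSTs was 0.012 and swsn-4 was at 0.0069, both of the opposite sign. With rescaling to TPM, 395 genes were lower, the median of the astacin proteases (0.59) no longer passed camera, and several values near 0 changed sign, among them the medians of the GSTs (0.17), lysozymes (0.085) and sperm genes (0.048), and swsn-4 (0.16), snfc-5 (0.037), let-526 (0.058), dld-1 (0.11), cts-1 (0.11), acdh-4 (0.10) and pde-4 (0.12). With equal sums, 422 genes were lower, 9 CYPs were higher and newly enriched, the median of the astacin proteases (0.96) no longer passed camera, and the same medians and genes changed sign, with 0.17 for GSTs, 0.093 for lysozymes, 0.049 for sperm genes, 0.16 for swsn-4, 0.037 for snfc-5, 0.058 for let-526, 0.11 for dld-1 and cts-1, 0.10 for acdh-4 and 0.12 for pde-4. After the correction for length, swsn-4 (0.23), let-526 (0.13) and pde-4 (0.18) changed sign, and 1685 genes were called, 1519 of them also called without it.

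The treat test called 163 genes, 137 higher and 26 lower, all among the 1630. Under it 1 collagen, 0 GSTs and 2 C-type lectins were lower and 2 UGTs, 3 F-box genes and 1 astacin protease were higher, none of these enriched, while the collagens called higher stayed enriched (24). With the correlation between genes estimated from the libraries, no family passed camera (adjusted p from 0.32 to 0.93), among them collagens (median 1.13), UGTs (0.65), CYPs (0.40), F-box genes (0.54), C-type lectins (-0.27) and astacin proteases (0.83).

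With the replicate number as a block, 1003 genes were called, 597 higher and 406 lower, of which 988 were among the 1630, and 4 GSTs were lower and no longer enriched. Libraries of the same number did not deviate together, with correlations of their deviations of -0.03, -0.10 and -0.05, so the numbers do not pair the libraries.

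With each library left out in turn, the number of genes called was between 904 (without 25°C replicate 3) and 1617 (without 25°C replicate 2), the number higher between 561 (without 25°C replicate 3) and 855 (without 15°C replicate 2), and the number lower between 320 (without 15°C replicate 1) and 826 (without 25°C replicate 2). Collagens lower ranged from 8 (without 15°C replicate 3, not enriched) to 19, CYPs higher from 5 to 7 (without 15°C replicate 3, the only one of these fits in which they were enriched) and GSTs lower from 4 to 6, not enriched without 25°C replicate 2. The median of the GSTs ranged from -0.14 to 0.12 (positive without 15°C replicate 2), that of the C-type lectins from -0.33 to -0.12 and that of the lysozymes from -0.18 to 0.048 (positive without 15°C replicate 3 or 25°C replicate 3). Single genes near 0 changed sign, with swsn-4 from -0.079 to 0.015, cts-1 from -0.16 to 0.0078, mlcd-1 from -0.10 to 0.10, acdh-4 from -0.25 to 0.037 and pde-4 from -0.15 to 0.034.

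Depth is unknown, so which low values are limited by the number of reads cannot be told. The self-test called 172 of 200 simulated changes at this number of libraries, but it changed no genes with low values, so it does not bear on them.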

Differences from the paper's values

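All settings below were set before the data were examined, except equal sums, which was chosen after the values were seen. The paper gives 5 GST genes as higher at 25°C, and 3 with a gst symbol were called here. With rescaling to TPM the number was 5, and without 15°C replicate 2 it was 4. The paper's text does not name its 5 genes. Of the 7 upregulated genes that S1 Table annotates as glutathione S-transferases, only gst-5, gst-9, gst-22 and gst-23 have a gst symbol. gst-10, called with the rescaling, is not among the 7, so an equal count need not mean the same genes. Under the other settings set beforehand it was between 0 and 3. With equal sums, chosen after the values were seen, it was also 5. Of the genes of S1 Table called here, 1 of 813 upregulated and 225 of 474 downregulated ones were then no longer called, while 131 upregulated and 0 downregulated ones were newly called by limma, 943 upregulated and 249 downregulated in all.

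For T24B8.5 the paper's text gives an increase of over 100-fold by qPCR, another assay, and the ratio of mean FPKM was 17.9. Over the settings it ran from 16.8 to 20.3, none of which reaches the paper's value.

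For 4 genes the folds by qPCR in Fig 1B, read by eye, lie above the ratios of mean FPKM. C32H11.4 is at about 5.2 in the paper's Fig 1B and had a ratio of 2.79 here. dod-22 is at about 7.7 in the paper's Fig 1B and had a ratio of 4.33. F49F1.7 is at about 18 in the paper's Fig 1B and had a ratio of 9.58. No setting brought these 3 to the paper's values. dod-17 is at about 3.2 in the paper's Fig 1B and had a ratio of 1.95, and 2.22 with rescaling to TPM, the only setting set beforehand in which the values differed by less than 1.5 times. Equal sums give the same ratios as TPM. For 4 other genes of that figure the gap was within the spread between libraries. F49F1.5 is at about 6.8 in the paper's Fig 1B and had a ratio of 6.29, mul-1 is at about 4.2 in the paper's Fig 1B and had 3.91, and gst-5 is at about 2.4 in the paper's Fig 1B and had 1.87. cyp-37B1 is at about 18 in the paper's Fig 1B and had a higher ratio of 27.8, more than 1.5 times the paper's value, with an SD of 17.7.

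In S1 Table, 4 genes have a log2 fold change of the opposite sign to the log2 ratio of mean FPKM. They were named after their values were seen. The paper's value for K08F11.1 is 1.64 and the ratio was -1.77, for T09B4.5 the paper's value is 1.26 and the ratio was -0.74, for E02C12.6 the paper's value is 1.26 and the ratio was -0.13, and for pif-1 the paper's value is -1.04 and the ratio was 0.090. Without 15°C replicate 2 the ratio of T09B4.5 was 0.85, a difference smaller than the spread between libraries, and that of K08F11.1 was 1.05, of the paper's sign but with a difference larger than the spread there. For pif-1 the ratio had the paper's sign without 15°C replicate 1 (-0.067), 25°C replicate 2 (-0.47) or 25°C replicate 3 (-0.0092). E02C12.6 was positive without 15°C replicate 3 (0.19) and with rescaling to TPM (0.023), and differed under every setting set beforehand.

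S1 Table lists dod-17, dod-24 and gst-5 as upregulated, and their log2 fold changes here were 0.96, 0.97 and 0.93, under the threshold. With rescaling to TPM all 3 were called, and also with equal sums, chosen after the values were seen, with the losses and gains of calls given above. Leaving out a library called dod-17 (without 25°C replicate 1), dod-24 (without 15°C replicate 2, 25°C replicate 2 or 25°C replicate 3) and gst-5 (without 15°C replicate 2). The paper states that more GST genes were induced than expected by chance. Here 3 were higher against 2.30 expected, with 7 lower, and the 5 higher with rescaling to TPM were not past the threshold either (adjusted p = 0.30, with 0.30 to 1 over the alternatives). Of the genes annotated as glutathione S-transferases in the part of S1 Table read, 6 of 7 upregulated ones were called higher and 4 of 5 downregulated ones lower, which is no independent evidence because they were chosen on these libraries. The paper lists CYPs among the enriched xenobiotic genes. Here 5 were called higher against 2.92 expected, and the number passed without 15°C replicate 3 and, chosen after the values were seen and with the same losses and gains of calls, with equal sums (9 higher), while camera gave an upward shift of the family (median 0.40).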

Other observations

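The tests of the SWI/SNF genes against germline share and length, of genes listed at 0, and with equal sums were chosen after the results were seen.

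The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10, the split by temperature, called as many as 1630 genes by limma, and the others called between 0 and 2. The number of families past Fisher's exact test was 7 in the real split, with 8 tests passed because collagens were enriched in both directions, and 0 in the other 9, so that 1 of 10 reached it. With at most 2 called genes the other splits had next to none to enrich, so this count follows from that of the genes and adds no evidence of its own. The number of families past camera was 11 in the real split and between 1 and 9 in the others, so 1 of 10 again. Each of the other splits sets 2 libraries of one temperature and 1 of the other on each side, so part of the temperature difference remains in them. With 10 splits chance cannot be excluded below 0.1 for any of the 3 results.

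The 12 defense genes had a median log2 fold change of 2.36, which a smaller share of germline RNA that raises every somatic tissue alike would have to match in other tissues. Of the lists of 13 intestine, 15 muscle and 14 neuron genes, the highest median was 0.045, and the highest with rescaling to TPM was 0.21. This argues against such a change as the origin of the rise. It remains a hypothesis that the defense genes themselves responded, found and tested on the same libraries, and activation in a small tissue or a difference in exact stage may still contribute.

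The list of 13 SWI/SNF and CBP-1 genes had a median log2 fold change of -0.65 (adjusted p = 0.0017 from limma's camera, 0.0068 from fry, 0.38 with an estimated correlation). With rescaling to TPM the median was -0.46. A smaller share of germline RNA is a candidate explanation, judged here by the oocyte genes alone, since the sperm genes did not fall alike. Within temperatures, 9 of the 13 genes were higher in libraries with a higher oocyte score, and the slope predicts a median of -0.85, more than the fall seen. With slopes from 3 libraries per temperature and 4 genes going the other way, this explanation cannot be told apart from a change in the transcripts' own regulation. For the 12 defense genes the same slopes predict a median of 0.40, and for 107 collagens -0.60, against observed medians of 2.36 and 1.13. For the 9 enzymes around acetyl-CoA, of which 8 had a positive slope, they predict -0.74 against an observed -0.40, so a smaller share of germline RNA stays open for these as well. A correction for exonic length left a median of -0.57, which argues against length as the whole cause.

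Of the 10 called genes with the largest rise and the 10 with the largest fall, 10 in all were listed at 0 in all libraries of one temperature. Of these, 9 have an annotated length, with a median of 373 bases, below the 10th percentile of tested genes (510 bases). Their apparent changes may therefore be failed estimates of short genes in part, and their fold changes depend on the pseudocount. In all, 27 tested genes were at 0 in every library at 15°C and 36 at 25°C, of which 18 were called.

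gst-4, whose reporter the paper finds activated at 25°C, had 455 ± 43.9 FPKM at 15°C and 369 ± 32 FPKM at 25°C (SD, n = 3 for each), a log2 fold change of -0.30 (adjusted p = 0.080 from limma). The reporter, imaged in live animals, is another assay. The paper's methods give adults as the default stage for imaging, while these libraries are from L4 larvae, so the age may differ as well. pmk-1 had a log2 fold change of 0.51 (adjusted p = 0.011 from limma), below the threshold for size, and hda-1 of -0.74 (adjusted p = 0.0084 from limma). Of other genes that the paper names, gst-7 was at -0.32, gst-10 at 0.88, gst-38 at 0.49 and ins-7 at 0.42 on the log2 scale, none of them called, although gst-10 was with rescaling to TPM (1.06) or equal sums (1.07). snb-1, used by the paper as a reference for qPCR, had 289 ± 37.3 and 303 ± 12 FPKM (log2 fold change 0.076, adjusted p = 0.63 from limma; exact two-sided permutation test p = 0.40). Of 62 tested genes of S5 Table, 2 were called higher, set-15 by 1.56 and set-30 by 1.58 on the log2 scale. Another 2 were lower, as spr-5 fell by 1.2 and jmjd-2 fell by 1.00 on the log2 scale, and 58 were not called. In all, 47 of the 62 lay below 0, and at an unadjusted p under 0.05 from limma 31 were lower and 7 higher.

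Of the remaining families, 29 major sperm protein genes had a median of -0.35 (adjusted p = 0.00035 from limma's camera, 0.052 from fry), 27 histone genes of -0.23 (adjusted p = 0.33), 16 heat shock protein genes of -0.26 with a mean of 0.65 (adjusted p = 0.75 from camera, 0.0096 from fry), all nearer to 0 with rescaling to TPM (-0.16, -0.059 and -0.079), and 28 acyl-CoA dehydrogenase and synthetase genes of 0.35 (adjusted p = 0.047, 0.020 from fry). The shift of these 28 no longer passed camera without 15°C replicate 2, 25°C replicate 2 or 25°C replicate 3 (medians of 0.34, 0.35 and 0.34), with rescaling to TPM (0.42) or equal sums (0.52), at a pseudocount of 0.1 (0.35) or with a mean of at least 5 FPKM (0.030). The molting genes, of which 3 are astacin proteases, had a median of 0.24 (adjusted p = 0.10, 0.013 from fry), with 7 of 24 called higher and 2 lower, and passed camera without 15°C replicate 3 (0.36) or with a mean of at least 5 FPKM (0.86). The sperm genes passed camera without 15°C replicate 3 alone (-0.19). The enzymes around acetyl-CoA, 1 of them also among those 28, had a median of -0.40 (adjusted p = 0.018 from camera, 0.020 from fry), or -0.21 with rescaling to TPM.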
